# Effect of breed and diet on the *M. longissimus thoracis et lumborum* transcriptome of steers divergent for residual feed intake

**DOI:** 10.1038/s41598-023-35661-z

**Published:** 2023-06-03

**Authors:** Kate Keogh, Clare McKenna, Sinead M. Waters, Richard K. Porter, Claire Fitzsimons, Mark McGee, David A. Kenny

**Keywords:** Transcriptomics, RNA

## Abstract

Improving cattle feed efficiency through selection of residual feed intake (RFI) is a widely accepted approach to sustainable beef production. A greater understanding of the molecular control of RFI in various breeds offered contrasting diets is necessary for the accurate identification of feed efficient animals and will underpin accelerated genetic improvement of the trait. The aim of this study was to determine genes and biological processes contributing to RFI across varying breed type and dietary sources in skeletal muscle tissue. Residual feed intake was calculated in Charolais and Holstein–Friesian steers across multiple dietary phases (phase-1: high concentrate (growing-phase); phase-2: zero-grazed grass (growing-phase); phase-3: high concentrate (finishing-phase). Steers divergent for RFI within each breed and dietary phase were selected for muscle biopsy collection, and muscle samples subsequently subjected to RNAseq analysis. No gene was consistently differentially expressed across the breed and diet types examined. However, pathway analysis revealed commonality across breeds and diets for biological processes including fatty acid metabolism, immune function, energy production and muscle growth. Overall, the lack of commonality of individual genes towards variation in RFI both within the current study and compared to the published literature, suggests other genomic features warrant further evaluation in relation to RFI.

## Introduction

Feed accounts for up to 75% of the variable costs in beef cattle production systems^1^ thus having a fundamental influence on the economic sustainability of the enterprise. Improving feed efficiency has the potential to reduce feed costs while maintaining economically favourable traits such as growth and muscle gain^2^. Residual feed intake is a measure of feed efficiency defined as the difference between an animal’s actual versus its predicted feed intake^3^. Animals with low residual feed intake (RFI; efficient) status typically consume between 10 and 20% less feed than their high-RFI (inefficient) counterparts for the same level of performance^4–9^. RFI, which has become the trait of favour for balanced identification of feed efficient animals is an attractive trait for selection in breeding programmes due to its moderate heritability^10–13^, and the weight of published evidence indicates that the trait is not, in the main, antagonistically correlated with other economically relevant traits at either a genetic or phenotypic level^13,14^.

However, the main impediment to sustained genetic progress and adoption of selection for feed efficiency is the logistics and expense of measuring individual animal intake necessary to accurately identify feed efficient animals. Consequently, the development of predictive biological markers that can be used to accurately select cattle with improved feed efficiency potential, is an attractive alternative to direct measurement^14^. An additional concern for forage based beef production systems, such as that practiced in Ireland and many temperate regions throughout the world, is the potential for a genotype x environment interaction manifested as inconsistent feed efficiency and animal performance ranking across different diet types. For example, in most regions worldwide, prime cattle are reared at pasture up to weaning. However, there is significant variation thereafter in backgrounding and finishing regimen depending on the relative cost of forage and concentrate feeds at the target age at slaughter. Variation in energy density and intake capacity characteristics of feedstuff also impacts feed efficiency potential. Moreover, although relatively repeatable, we and others have reported re-ranking of cattle for RFI when offered either the same diet^4^ or diets differing in chemical composition/energy density^15^ over successive feed intake recording periods^5,15^. This is strongly indicative of a genotype x environment interaction for feed efficiency. Indeed, breeding values for feed efficiency within the national breeding programme in Ireland and other countries are typically derived from animals consuming a high-energy diet, however, the vast majority of commercially produced cattle in Ireland are produced on grass-based diets. Furthermore, it is well established that different breeds have different inherent feed efficiency capacity^1^. In light of this, research to elucidate if a genotype x environment interaction exists is warranted in order to inform future breeding programmes^2^.

High-throughput genomic technologies offer the tools to elucidate the genetic architecture of economically important traits such as RFI with a view to informing industry deployment of DNA based biomarkers. It follows that genomic investigations of this complex trait should include the influence of environmental factors such as diet and breed. Transcriptomic analyses can provide evidence to focus on the critical genes and regulatory elements likely to affect a phenotype. Thus, genes consistently differentially expressed across diet and breed with regard to RFI are likely to be robust candidates for further interrogation or indeed biomarker selection. To date there has been little to no agreement between studies that have utilised global transcriptomic or GWAS approaches in terms of identifying common genomic regions associated with variation in RFI, particularly across contrasting breeds and, or, dietary regimens^1,14,16^. Therefore, further information is required on the influence of a genotype x environment interaction on differential gene expression profiles for the RFI trait.

Skeletal muscle, while a tissue of obvious economic importance to beef cattle production, is a highly metabolically active organ accounting for up to 50% of body mass of cattle^17^. In addition, different cattle breeds differ in skeletal muscle gene expression profiles^18^, therefore, it is logical that variation in the metabolism of this organ could influence feed efficiency status. Thus, the aim of this study was to characterise the global transcriptome of skeletal muscle tissue in order to elucidate the molecular mechanisms underpinning RFI in muscle of beef cattle and whether this is consistent across (i) contrasting breeds and (ii) dietary regimes. Such information could be harnessed, to select key genes that could be further interrogated for the presence of genetic variants that may regulate the expression of RFI in beef cattle. Such information, following appropriate validation, should facilitate the selection of animals with enhanced feed efficiency potential and is implementable through genomic selection breeding programmes.

## Results

### Animal model

This experiment was conducted as part of larger study designed to examine the within-animal repeatability of intake, growth and feed efficiency between the growing and finishing stages of the lifespan of Charolais (CH) and Holstein Friesian (HF) beef steers offered contrasting diets over consecutive test periods^19,20^. Descriptive statistics based on dietary intake, RFI and growth rates are presented separately for both breed types across the three dietary phases in Table 1. For both breed types, in all three phases, mean RFI values were, by design, close to zero. The effect of RFI status and diet on dry matter intake (DMI), RFI and performance is presented in Table 1. In the first high concentrate phase (H1), high RFI (H-RFI) CH steers consumed 16% more, and H-RFI HF steers consumed 12% more than their low RFI (L-RFI) counterparts, respectively (*P* < 0.001). In the zero-grazed grass phase (ZG), H-RFI CH steers consumed 8% more, and H-RFI HF steers consumed 11% more, than their L-RFI counterparts, respectively (*P* < 0.001). In the final high concentrate phase (H2), H-RFI CH steers consumed 15% more, and H-RFI HF steers consumed 17% more than their L-RFI counterparts (*P* < 0.001). In each dietary phase within breed, mid-test metabolic body-weight (MBW) and average daily gain (ADG) did not differ (*P* > 0.05) between the two contrasting RFI groups. All steers used in this study were ranked into terciles for RFI groups for each breed type, resulting in 30 and 25 per Low-, Mid- and High-RFI terciles for CH and HF breeds, respectively. From each of the High and Low-RFI groups for each breed and diet type the 12 most extreme for efficiency and inefficiency were selected for tissue sampling and inclusion in this study. Consequently, due to the difference in number between RFI group and those extreme animals subsequently selected for RNAseq, not all the same animals were used for tissue sampling across the consecutive diets. Specifically for the CH breed, 2 steers remained L-RFI between H1 and ZG diets, 3 remained L-RFI between ZG and H2 diets, with 2 steers consistently selected as L-RFI between the two HC diets. For the H-RFI CH steers, 1 steer remained H-RFI across the 3 dietary phases. Three steers remained H-RFI between H1 and ZG diets, whilst a separate group of 3 steers remained H-RFI between the ZG and H2 diets. Between the two high concentrate diets, 4 CH steers remained H-RFI. 

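Steers were followed across phases by the number that the deposited labels give them. Among the CH libraries, which came from 39 steers, 2 steers were L-RFI in both H1 and ZG, 2 in both ZG and H2, and 1 in both H1 and H2. For the H-RFI class, 2 CH steers were sampled in both H1 and ZG, 1 in both ZG and H2, and 2 in both H1 and H2, and the number sampled as H-RFI in all 3 phases was 0.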

For the HF group, no steer remained either H- or L-RFI across the three diets. For the L-RFI groups, 2 and 1 HF steers remained L-RFI between H1-ZG and ZG-H2 diets, respectively and 3 steers were consistently designated as L-RFI across the two high concentrate dietary phases. Similarly for the HF steers, 3 steers were H-RFI across the two high concentrate diets, whilst 2 and 1 steers were consistently H-RFI between H1-ZG and ZG-H2 dietary phases, respectively.

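The HF libraries came from 44 steers. As L-RFI, 1 of them was sampled in both H1 and ZG, 1 in both ZG and H2, and 2 in both H1 and H2. As H-RFI, the corresponding numbers were 2, 1 and 2. Across both breeds, 58 steers were sampled in 1 phase, 22 in 2 phases and 3 in all 3 phases, and 9 steers were in the L-RFI class in one phase and in the H-RFI class in another.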

**Table 1:** Feed intake, RFI and growth traits for CH and HF steers ranked low and H-RFI offered different diets across their lifecycles.

Trait	Breed	H1				ZG				H2			
		Low	High	s.e	P-value	Low	High	s.e	P-value	Low	High	s.e	P-value
DMI (kg/d)	CH	7.8	9	0.11	< 0.001	8.8	9.4	0.08	< 0.001	10.8	12.3	0.16	< 0.001
	HF	8.3	9.3	0.15	< 0.001	9.1	10	0.11	< 0.001	11.6	13.6	0.2	< 0.001
RFI (kg/d)	CH	− 0.5	0.56	0.04	< 0.001	− 0.35	0.35	0.026	< 0.001	− 0.75	0.76	0.058	< 0.001
	HF	− 0.5	0.53	0.047	< 0.001	− 0.42	0.56	0.048	< 0.001	− 1.01	1.03	0.086	< 0.001
ADG (kg/d)	CH	1.3	1.4	0.05	0.43	1.4	1.4	0.03	0.96	1.4	1.4	0.05	0.64
	HF	1.4	1.4	0.04	0.78	1.2	1.3	0.04	0.85	1.3	1.3	0.07	0.98
MBW (kg/d)	CH	95	96	1.1	0.79	96	97	1.1	0.8	96	97	1.1	0.79
	HF	81	80	1.7	0.9	82	80	1.7	0.9	82	81	1.5	0.9

*DMI* dry matter intake, *RFI* residual feed intake, *ADG* average daily gain, *MBW* metabolic body weight, *CH* Charolais, *HF* holstein Friesan, *Low* low RFI, *High* high RFI, *s.e* standard error of the mean. *H1* high concentrate, phase 1, *ZG* Zero grazed grass, phase 2, *H2* high concentrate, phase 3.

### RNA-seq analysis

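Muscle biopsies were taken from M. longissimus thoracis et lumborum of Charolais (CH) and Holstein-Friesian (HF) steers at the end of each of 3 RFI measurement periods of 70 days. The steers received a high concentrate diet (H1) from day 0, zero-grazed grass (ZG) in the period from day 152 and a high concentrate diet again (H2) from day 371, as the paper numbers the days. The deposited labels number these phases 1, 3 and 4 where the paper numbers them 1, 2 and 3, and give the mean age of the HF steers at the start as 306 days where the paper gives 307. Libraries were made with a stranded mRNA kit and sequenced as single-end reads. The authors deposited, for each library, the number of reads that STAR counted on each Ensembl gene, without normalization or filtering. The counts of the reverse strand were used, which held a median of 99.0% of the stranded counts on genes. The libraries came from 83 steers. The numbers of L-RFI and H-RFI steers were 8 and 10 in CH-H1, 10 and 9 in CH-ZG, 8 and 8 in CH-H2, 10 and 11 in HF-H1, 10 and 10 in HF-ZG, and 8 and 9 in HF-H2. The other steers of the 12 per group that the paper names were not analysed here. Within each comparison, genes with at least 1 CPM in at least 50% of the samples were kept, as in the paper, and counts were normalized with edgeR's TMM method. L-RFI steers were compared with H-RFI steers with edgeR's quasi-likelihood test, so that a negative log2 fold change means lower expression in L-RFI steers. Adjusted p-values are Benjamini-Hochberg values across the genes kept, and the paper's thresholds (adjusted p-value under 0.1, fold change above 1.5) were applied. Between 4019 and 52552057 reads per library were counted on genes, with a median of 15358277. In units of 1000000 reads, the total per library averaged 21.4 ± 12.9 (SD over all libraries), from 0.00511 to 70.0. In 25 libraries the total lay between 19 and 25 such units, and 6 libraries had under 1000000 counts on genes, at most 1 in any group. In CH-H1 the median count was 26941923 in H-RFI and 13500619 in L-RFI steers (two-sided exact permutation test on log10 counts, p = 0.0374, adjusted p = 0.225 over the 6 comparisons). At 3 counts, the smallest share of a library that its depth can show was 0.195 counts per 1000000 (CPM) at the median depth and 746 CPM in the smallest library. These limits cover counting error only, since reads without molecular identifiers are not independent molecules.

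**Figure D1:**
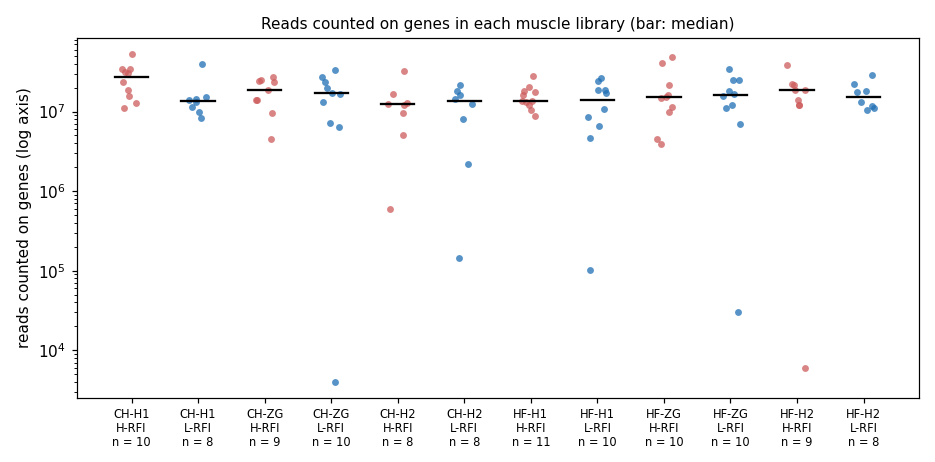
Reads counted on genes per library (logarithmic axis) for the 12 groups of steers, each point a library and each bar the group's median. The 6 libraries under 1000000 counts lie far below the other libraries of their groups, and the median of the CH-H1 H-RFI group (26941923) lies above that of the CH-H1 L-RFI group (13500619).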

RNA sequencing reads were successfully generated for all samples, with approximately 22 million reads per sample on average (range: 19–25 million). 

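STAR's totals in the deposited files give the reads that did not map and those that mapped to several places. On average, 98.5% ± 1.44 of the reads were mapped (SD over all libraries) when reads mapping to several places are included. Uniquely mapping reads alone made up 90.8% ± 4.66 of the reads (SD over all libraries). The mapped share including reads with several places ranged from 86.7% in 1 HF-H1 L-RFI library to 99.3%.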

Following alignment of sequencing reads to the bovine reference genome (ARS-UCD1.2), 90.62% of reads on average were identified as mapped. 

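The filter on low counts, applied to the reverse-strand counts of the steers analysed here, kept 10596 genes in CH-H1, 9804 in CH-ZG, 9997 in CH-H2, 10698 in HF-H1, 10594 in HF-ZG and 9731 in HF-H2. With edgeR's filterByExpr in its place, 11362, 10797, 10354, 11294, 11250 and 10867 genes were kept, in the same order.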

Following filtering of lowly expressed genes in EdgeR, the total number of genes expressed in each comparison was as follows: CH-H1: 10994; CH-ZG: 10190; CH-H2: 10531; HF-H1: 11211; HF-ZG: 11033; HF-H2: 10285. A total of 230 genes were identified as differentially expressed (adj. 

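At an adjusted p-value under 0.1 and a fold change above 1.5, edgeR's quasi-likelihood test found 0 differentially expressed genes in each of the 6 comparisons, with 216 genes in CH-H1, 590 in CH-ZG, 71 in CH-H2, 274 in HF-H1, 1124 in HF-ZG and 75 in HF-H2 at an unadjusted p-value under 0.05. Between 487 and 535 genes per comparison would be expected there by chance. The smallest adjusted p-value was 0.238 in CH-ZG, 0.409 in HF-ZG and 0.785 in CH-H2, and at least 0.999 in the other 3 comparisons. With edgeR's exact test, which the paper names, 2 genes passed in CH-H1, 149 in CH-ZG and 1 in CH-H2. The 149 became 0 without steer 571 of the H-RFI class, and lay between 55 and 278 without any other steer. The alternative that moved a number most was limma voom with sample quality weights, under which 1761 genes passed in HF-ZG. There 4182 of 10594 genes had an unadjusted p-value under 0.05, so passing was not particular to any set of genes. Random groupings were not run with this setting. On simulated counts with the library sizes and dispersions of each comparison, in which 200 genes were changed 2-fold or 4-fold, the quasi-likelihood test recovered between 110 and 167 of the 200 genes. The simulated genes varied independently of each other, without the factors that genes of a library share. The recovery therefore does not give the power in the real data. The genes of Supplementary Table 1 were also followed one by one. Of the genes it lists, 37 of 48 were kept by the filter in CH-H1, 12 of 19 in CH-ZG, 18 of 28 in CH-H2, 33 of 44 in HF-H1, 67 of 87 in HF-ZG and 4 of 4 in HF-H2, and the others were below the filter or not analysed here. The direction was that of the paper's list for 37, 12, 15, 33, 65 and 4 of these genes. Pearson's r between these log2 fold changes and the paper's reported ones was 0.95, 0.95, 0.84, 0.99, 0.94 and 1.00, across genes, which are not independent replicates. Unadjusted p-values under 0.05 were found for 20, 8, 11, 18, 43 and 3 of them. The list was chosen by significance in the same experiment, so direction, r and these p-values are no independent test of it.

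**Figure D2:**
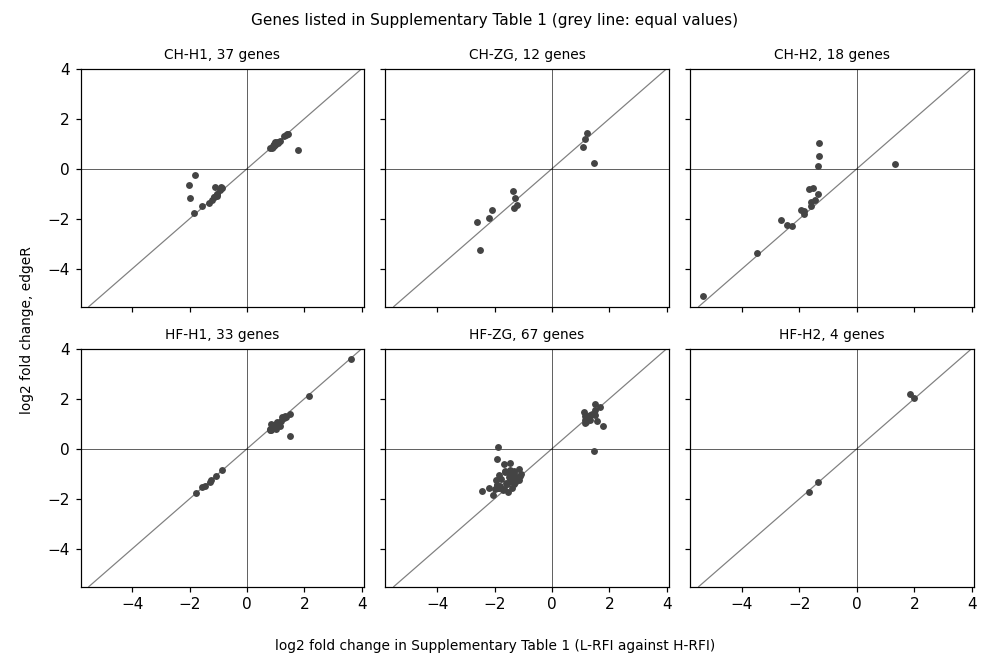
Log2 fold change (L-RFI against H-RFI) of the genes of Supplementary Table 1, 1 panel per comparison, with the paper's reported value on the x axis and the value from the deposited counts on the y axis. The points are the 37, 12, 18, 33, 67 and 4 genes kept by the filter in CH-H1, CH-ZG, CH-H2, HF-H1, HF-ZG and HF-H2, and 3 of the 18 genes in CH-H2 and 2 of the 67 in HF-ZG have the opposite sign.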

P-value 0.1; fold change > 1.5) between L- and H-RFI steers across the six comparisons undertaken, comprised as follows: CH-H1: 48; CH-ZG: 19; CH-H2: 28; HF-H1: 44; HF-ZG: 87; HF-H2: 4. Genes differentially expressed in each comparison are included within Supplementary Table 1. 

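The number of genes past the thresholds in all 6 comparisons was 0 with edgeR's quasi-likelihood test, and no comparison had a gene past them (71 to 1124 genes per comparison had an unadjusted p-value under 0.05). With edgeR's exact test 152 genes passed in at least 1 comparison, and each of them passed in 1 only. In CH-ZG, which gave 149 of them, the number was 0 without steer 571. In the paper's own lists in Supplementary Table 1, the 230 entries name 180 different genes, of which 37 are in 2 or more lists, and the largest number of lists that share a gene is 4. From the absence of a gene common to the comparisons, the paper reasons that age or stage of development, which differed between the dietary phases, may account for the lack of commonality. It then turns to the biological processes, which rest on its pathway and functional enrichment analysis, and that analysis was not repeated here.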

No individual gene was found to be commonly differentially expressed across all six breed and diet type comparisons examined. In addition to an evaluation of genes differentially expressed between cattle divergent for RFI in each breed across each dietary phase, the interactive effect between diet and breed was also determined. 

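The interaction of diet and breed was fitted to all libraries with limma voom, with RFI as a class variable and the steer as a random effect through limma's duplicateCorrelation. The consensus correlation between libraries of the same steer was 0.061. At an adjusted p-value under 0.1, 0 of the 10222 genes tested had an interaction, with 198 genes at an unadjusted p-value under 0.05. Without the steer as a replicate block the number was also 0, with 180 genes at an unadjusted p-value under 0.05. Of the alternatives set before the values were seen, the one that moved the number most was edgeR's quasi-likelihood test without a block, under which 79 genes had an interaction. That number was 1 without steer 571 and 196 without steer 5616. As many genes were found in 91 of 100 random groupings of the labels, the real one included. Of the 23 genes of Supplementary Table 1g, 21 were tested, and the smallest unadjusted p-value among them was 0.078 for JUNB (limma voom, adjusted p = 1.00). The smallest unadjusted p-value of any gene was 0.000498, for ENSBTAG00000004747, to which the files give no name (adjusted p = 1.00). On simulated counts with 200 genes changed in HF-ZG only, limma voom without the steer as replicate block recovered 154 of them. The simulated libraries of a steer were not correlated, so the model with the block was not tested.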

From this analysis 23 genes were identified as significant based on the interaction of diet and breed, these genes are listed in Supplementary Table 1g.

### Pathway analysis

Pathway analysis of differentially expressed genes revealed enrichment for pathways and biological processes related to fatty acid metabolism, immune function, energy production and skeletal muscle growth. This was apparent through enrichment of these biological processes through functional enrichment analysis in IPA, as well as through enrichment of specific biological pathways. 

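Supplementary Table 2 gives the genes behind the acute phase response in each comparison. For CH-H1 it lists AHSG, C5, CP, FGB, FGG, HPX, NFKBIA, ORM1, PLG and SERPINA3, of which SERPINA3 was below the filter on low counts. The other 9 genes all had higher mean expression in L-RFI steers. FGB (ENSBTAG00000022120) had 26.0 ± 23.4 normalized CPM in L-RFI (SD, n = 8) and 12.7 ± 8.81 in H-RFI steers (SD, n = 10). Its log2 fold change was 1.04 (standard error 0.51, adjusted p = 0.999 from edgeR's quasi-likelihood test), and stayed between 0.74 and 1.28 with each steer left out in turn. NFKBIA (ENSBTAG00000016683) had a log2 fold change of 0.99 (standard error 0.21) and the smallest unadjusted p-value of these genes, 0.000135, with an adjusted p-value of 0.999. With edgeR's exact test NFKBIA passed the thresholds (adjusted p = 0.0493). The median log2 fold change of AHSG, C5, CP, FGB, FGG, HPX, ORM1 and PLG was 1.03, and it was 0.28 with the steer's ALB expression as a covariate, where that of NFKBIA was 1.04. In CH-H2 the table lists ALB, FGB and FGG. Their log2 fold changes were 1.02 (standard error 0.81), 0.49 (standard error 0.82) and 0.10 (standard error 0.82), each smaller than the spread between steers allows to be told from 0. The signs depended on single steers, as ALB ranged from -0.90 to 1.47 with each steer left out in turn. ALB, FGB and FGG were negative with DESeq2 (-0.83, -0.24 and -0.32) and with limma voom and sample quality weights (-0.27, -0.13 and -0.022). Without the libraries under 1000000 counts, a setting chosen after seeing the data, they were -0.99, -1.11 and -1.24. In HF-H1, where the table lists FOS, MAP3K14 and ORM1, MAP3K14 fell by 0.85 on the log2 scale (standard error 0.30) and ORM1 rose by 0.98 (standard error 0.68), both with an adjusted p-value of 1.000 from edgeR.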

For example, immune signalling pathways such as acute phase response signalling and coagulation system were both enriched immune pathways within the CH-H1, CH-H2, HF-H1 comparisons. Moreover, within the HF-ZG comparison, IL6 was predicted to have a regulatory function contributing to the differential expression of genes involved in inflammation (Fig. 1). 

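Among the genes drawn in Fig. 1, LYZ (ENSBTAG00000026779) had 1.85 ± 2.82 normalized CPM in L-RFI (SD, n = 10) and 5.30 ± 7.04 in H-RFI steers (SD, n = 10). Its log2 fold change in HF-ZG was -1.59 (standard error 0.73, adjusted p = 0.409 from edgeR's quasi-likelihood test). CSF3R (ENSBTAG00000013334) had a log2 fold change of -0.43, smaller than its standard error of 0.79, and ranged from -1.70 to -0.08 with each steer left out in turn. With limma voom and sample quality weights both genes passed the thresholds, at log2 fold changes of -2.22 for LYZ and -2.42 for CSF3R (adjusted p = 0.0356 and 0.0307). They were among 1761 genes that passed under this setting.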

Fatty acid biosynthesis and fatty acid activation were enriched within CH-H2 and HF-ZG comparisons, indeed within the CH-H2 comparison, *SREBF1* was predicted to have a regulatory role towards the expression of genes involved in fatty acid metabolism (Fig. 2). 

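In CH-H2, 6 fatty acid metabolism genes of Table 2 were kept by the filter, with log2 fold changes from -3.35 to -1.34. For ACSM1, which the text names and Table 2 does not list, the log2 fold change was -0.78, although the mean of the normalized CPM was higher in L-RFI (7.97 ± 17.1, SD, n = 8) than in H-RFI steers (4.47 ± 3.29, SD, n = 8). THRSP (ENSBTAG00000011666) changed most, with 1.35 ± 1.18 normalized CPM in L-RFI (SD, n = 8) and 15.0 ± 16.8 in H-RFI steers (SD, n = 8). Its log2 fold change was -3.35 (standard error 0.68, adjusted p = 0.785 from edgeR's quasi-likelihood test). With edgeR's exact test THRSP passed the thresholds (adjusted p = 0.00449), as it did with DESeq2's Wald test (adjusted p = 0.00260). FASN (ENSBTAG00000015980) had a log2 fold change of -1.34 (standard error 0.56), which lay between -1.54 and -0.22 with each steer left out in turn. In HF-ZG, SLC27A6 was the only gene of Table 2, and its log2 fold change was -1.31 (standard error 0.43, adjusted p = 0.409). SLC27A6 was among 1761 genes of HF-ZG that passed the thresholds with limma voom and sample quality weights (log2 fold change -1.32, adjusted p = 0.0219).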

Enrichment for mitochondrial related pathways was also apparent within HF-H1 and CH-H2 comparisons. Enriched pathways for each comparison are outlined in full in Supplementary Table 2, with enriched biological processes/functions presented in Supplementary Table 3. As mentioned above a comparison of genes differentially expressed across each analysis revealed enrichment of processes related to fatty acid metabolism, immune function, energy production and skeletal muscle growth. Genes differentially expressed and specifically involved in these processes are presented in Tables 2, 3, 4 and 5, respectively.

**Figure 1:**
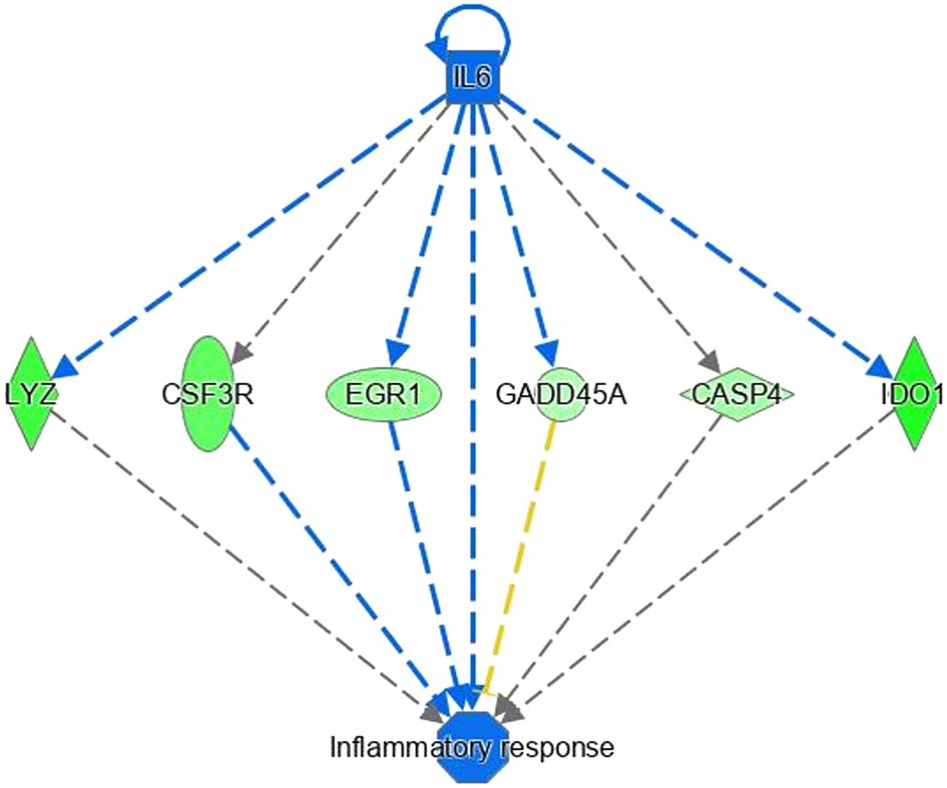
Regulatory effects of IL6 on differentially expressed genes involved in inflammation within the HF-ZG comparison. Colour intensity indicates the expression of genes; with green representing down-regulation in L-RFI steers compared to H-RFI steers.

**Figure 2:**
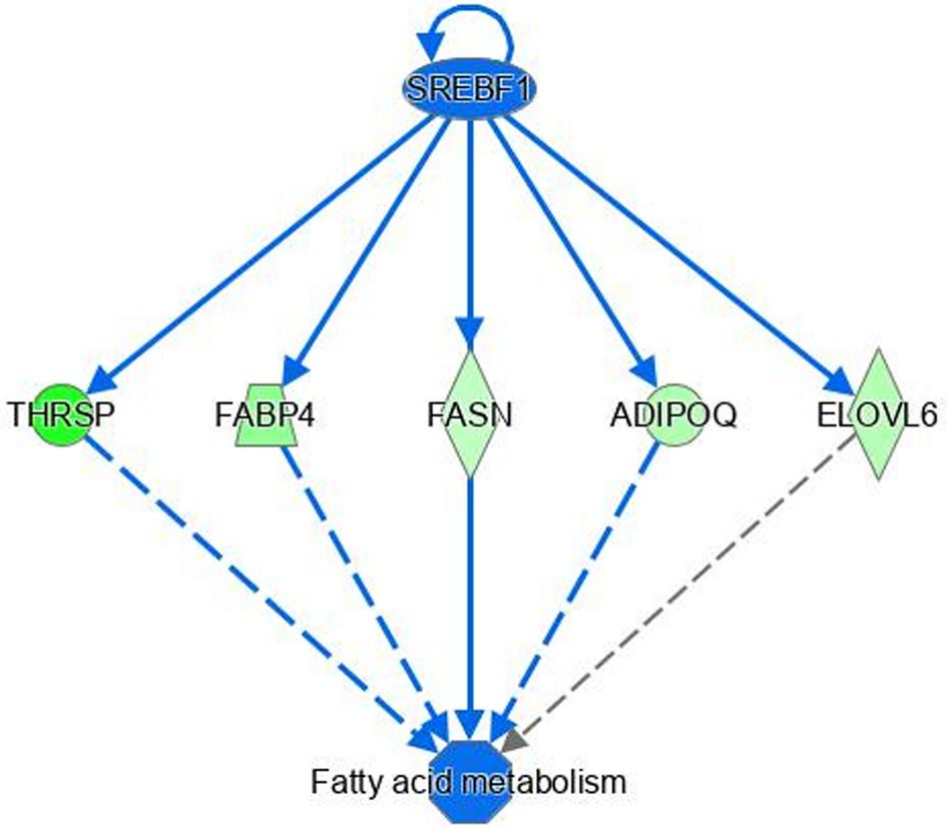
Regulatory effects of SREBF1 genes on differentially expressed genes involved in fatty acid metabolism within the CH-H2 comparison. Colour intensity indicates the expression of genes; with green representing down-regulation in L-RFI steers compared to H-RFI steers.

**Table 2:** Differentially expressed genes involved in fatty acid metabolism.

Breed and diet	Symbol	Fold change	FDR
CH-H1	*CIDEC*	− 2.076	0.0605
HF-H1	*CIDEC*	− 2.102	0.0696
	*ANGPTL8*	− 3.394	1.26E−05
	*ELOVL6*	− 2.973	3.32E−05
	*FABP4*	− 2.463	0.000617
	*THRSP*	− 2.787	3.24E−06
	*TRARG1*	− 2.366	0.0164
CH-ZG	*ADIPOQ*	− 5.933	7.98E−11
	*CIDEC*	− 6.169	2.4E−12
	*SCD*	− 2.663	0.000174
	*TRARG1*	− 4.656	3.67E−08
	*FABP4*	− 4.564	4.1E−09
	*THRSP*	− 5.716	4.21E−12
HF-ZG	*SLC27A6*	− 2.45	0.0585
CH-H2	*ADIPOQ*	− 3.886	0.0116
	*CIDEC*	− 6.209	7.21E−08
	*ELOVL6*	− 3.564	0.0285
	*FABP4*	− 5.412	2.07E−06
	*FASN*	− 3.018	0.00298
	*THRSP*	− 11.159	1.37E−13
	*TRARG1*	− 4.814	2.98E−05
HF-H2	*PDK4*	− 2.54	0.0941

**Table 3:** Differentially expressed genes involved in immune processes.

Breed and diet	Symbol	Fold change	FDR
HF-ZG	*ARHGAP45*	− 2.849	0.0104
	*CASP4*	− 2.474	0.0863
	*CD3E*	− 2.786	0.0193
	*CD53*	− 3.392	0.00181
	*IDO1*	− 5.369	3.2E−08
	*LCP1*	− 2.806	0.00346
	*PTPRC*	− 3.976	3.96E−05
	*S100A12*	− 3.888	0.000166
	*SAMD9*	− 3.465	0.000803
	*SPN*	− 2.772	0.0234
	*UBD*	− 3.777	0.00027
	*ZAP70*	− 3.713	0.000326
	*ZC3H12A*	2.263	0.0863
CH-H2	*IDO1*	− 3.038	0.0799

**Table 4:** Genes involved in energy production and cellular detoxification differentially expressed between cattle divergent for RFI.

Breed and diet	Symbol	Fold change	FDR
CH-H1	*HPX*	2.043	0.00895
	*NDUFA3*	− 1.916	0.00917
	*NR4A3*	− 2.058	0.015
HF-H1	*CYP4B1*	2.142	0.00391
CH-ZG	*GSTM3*	− 2.519	0.000371
CH-H2	*CKB*	− 3.631	0.00648

**Table 5:** Genes involved in muscle growth differentially expressed between cattle divergent for RFI.

Breed and diet	Symbol	Fold change	FDR
CH-H1	*BTG2*	− 1.813	0.0391
	*CSRP3*	1.751	0.0826
	*EGR1*	2.597	4.3E−07
	*MYH6*	− 3.512	3.69E−11
	*SPX*	1.916	0.0053
HF-H1	*FOS*	2.259	6.41E−05
	*FOSB*	4.486	1.27E−17
	*MYH6*	2.85	3.54E−08
	*MYL6B*	1.894	0.0634
CH-ZG	*MYH4*	2.306	0.022
	*MYH6*	2.773	6.21E−05
HF-H2	*ACTC1*	3.178	0.000166
	*EGR1*	− 2.772	0.00104
	*PAMR1*	2.63	0.0549
CH-H2	*ACTC1*	− 3.161	0.00287
	*EGR1*	3.931	0.000292
	*MYH4*	3.632	0.00476

## Discussion

Understanding the metabolic and physiological mechanisms underlying variation in feed efficiency in cattle is vital for the effective planning of breeding strategies to select the most feed efficient cattle^1,14^. Research examining the biological mechanisms governing RFI and other measures of feed efficiency have mainly focused on young cattle offered high-concentrate diets. In practice, however, most commercial beef production systems worldwide are predominantly forage based^21^ exploiting compensatory growth with animals subsequently finished on a concentrate based diet. RFI is a complex trait that is affected by both genetic and environmental factors with breed and diet having a major influence^4,15^. However, it is not clear from the literature how breed and diet impact the regulation of RFI in cattle. Furthermore, if predictive biomarkers for RFI are to be utilised they must be robust across breed and diet. This study aimed to determine the key regulatory genes and biological pathways differentially expressed in cattle divergent for RFI within two contrasting breeds and across diverse diets with a view to elucidating the key biological mechanisms controlling the expression of RFI in muscle tissue. However, results from this study showed no genes were commonly affected by RFI divergence across the breed and dietary types examined. The lack of commonality in genes identified across contrasting dietary phases in this study may be attributed to the variation in age or stage of development for each breed type during each dietary phase examined. Despite this outcome, results from this study showed commonality in biological processes affected by RFI, including fatty acid metabolism, immune signalling, energy production and muscle growth across contrasting breed type and various dietary sources. The remainder of this discussion will focus on these important biological processes.

### Fatty acid metabolism

A role for genes involved in fatty acid metabolism towards variation in RFI has previously been established across a number of studies utilising diverse breeds and experimental parameters including diet types^22,23^. However despite this, specific key genes regulating such biological processes involved in RFI variation remain to be commonly identified across studies. The same observation was also apparent for the results of the current study where although genes involved in fatty acid and lipid metabolism were identified as differentially expressed within each comparison, no single gene was common across each of the six differential expression evaluations conducted. 

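CIDEC (ENSBTAG00000007969) had lower mean expression in L-RFI than in H-RFI steers in the 4 comparisons named. In CH-ZG it had 1.43 ± 1.47 normalized CPM in L-RFI (SD, n = 10) and 6.60 ± 7.93 in H-RFI steers (SD, n = 9), a log2 fold change of -2.13 (standard error 0.70, adjusted p = 0.352 from edgeR's quasi-likelihood test). In CH-H2 the means were 3.21 ± 4.27 in L-RFI (SD, n = 8) and 11.9 ± 17.8 in H-RFI steers (SD, n = 8), a log2 fold change of -2.07 (standard error 0.73, edgeR adjusted p = 1.000). In CH-H1 they were 1.74 ± 1.98 (SD, n = 8) and 3.61 ± 2.55 (SD, n = 10), a log2 fold change of -1.004 (standard error 0.54, edgeR adjusted p = 0.999). In HF-H1 they were 4.23 ± 3.30 (SD, n = 10) and 7.70 ± 11.5 (SD, n = 11), a log2 fold change of -1.08 (standard error 0.67, edgeR adjusted p = 1.000). The direction held with each steer left out in turn, with log2 fold changes from -2.45 to -1.61 in CH-ZG, -2.53 to -0.99 in CH-H2, -1.55 to -0.82 in CH-H1 and -1.36 to -0.39 in HF-H1. These fits never leave out steers 5613 and 5608 together, the highest H-RFI steers of HF-H1 (35.6 and 25.0 normalized CPM). In HF-H1 the H-RFI median of 2.75 lay below the L-RFI median of 4.32, so the direction there is not secure. In one edgeR model of all libraries, CIDEC passed the thresholds in CH-ZG (log2 fold change -2.15, adjusted p = 0.0860). It was among 746 genes that passed there, 743 of them lower in L-RFI steers. That model was not refitted without H-RFI steer 571, whose library held ALB at 101449 CPM. The difference of CIDEC's RFI effect between the 6 comparisons had an adjusted p-value of 0.989 (edgeR). In the CH-ZG L-RFI library of 4019 counts no CIDEC read was counted, where the smallest share that the depth can show is 746 CPM. The CH-H2 L-RFI library of 146321 counts also held 0 CIDEC reads, where that share is 20.5 CPM. The HF-H1 L-RFI library of 102714 counts held 1, and the CH-H2 H-RFI library of 592192 counts held 2.

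**Figure D3:**
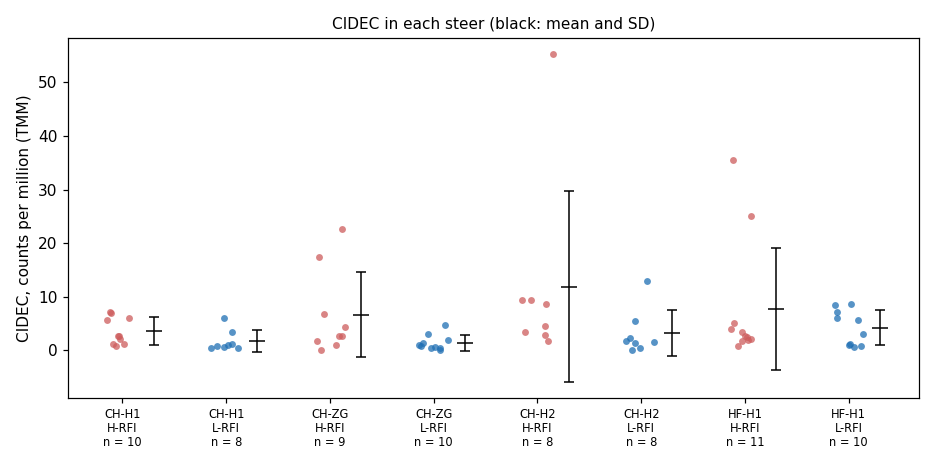
Normalized CPM of CIDEC per steer in CH-H1, CH-ZG, CH-H2 and HF-H1, with the mean and SD of each RFI class. In CH-ZG the L-RFI steers reach at most 4.75 and the H-RFI steers 22.6, and in HF-H1 the median of the L-RFI steers (4.32) lies above that of the H-RFI steers (2.75).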

Despite this, the *CIDEC* gene was down-regulated in L-RFI CH and HF steers in H1 dietary phase as well as in CH steers for ZG and H2 dietary phases. The protein encoded by the *CIDEC* gene binds to lipid droplets and regulates their enlargement, thereby restricting lipolysis and favouring storage^24^. Thus, up-regulation of this gene within the H-RFI steers may indicate greater lipogenesis and lipid storage in the H-RFI cattle, which may contribute to their feed inefficiency, requiring more energy from feed to maintain additional lipid stores within the body. Indeed, this gene was also down-regulated in the liver tissues of the L-RFI CH steers used in the current study following the ZG diet^23^. *CIDEC* expression has been shown to be regulated by insulin, with its expression positively correlated with insulin sensitivity. Similarly *SCD* expression, which was down-regulated in the L-RFI CH steers during ZG dietary phase, has also been shown to be responsive to both systemic glucose and insulin. Indeed *SCD* was also downregulated in pituitary, skeletal muscle, adipose and duodenum tissues of L-RFI Angus steers^25^. Moreover, Mukiibi et al.^22^ reported *SCD* expression as down-regulated in L-RFI steers across three contrasting breed types. Additionally, two further genes, *TRARG1* and *ADIPOQ*, which are both involved in adipose tissue glucose uptake^26^ and thus regulated by insulin sensitivity, were also down-regulated in the L-RFI steers in CH cattle during ZG and H2 dietary phases. 

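TRARG1 (ENSBTAG00000019379) was below the filter on low counts in CH-ZG, and ADIPOQ was not analysed here. In CH-H2, TRARG1 had 1.43 ± 1.37 normalized CPM in L-RFI (SD, n = 8) and 7.95 ± 10.8 in H-RFI steers (SD, n = 8). This gives a log2 fold change of -2.27 (standard error 0.62, adjusted p = 1.000 from edgeR's quasi-likelihood test), which stayed between -2.70 and -1.36 with each steer left out in turn.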

Although insulin concentrations were not assessed in the steers used in the current study, nor in that of Mukiibi et al.^22^ and Weber et al.^25^ previous evaluations of RFI in cattle have indicated towards a potential role for insulin and insulin sensitivity towards variation in RFI status, whereby circulating concentrations of insulin were greater in H-RFI cattle compared to their L-RFI contemporaries^14^. Thus, variation in insulin response to clearing circulating glucose may lead to differential expression of genes involved in adipogenesis or fatty acid metabolism and consequently lead to greater energy requirements within the H-RFI cattle.

Additional genes involved in fatty acid metabolism were also down-regulated in the L-RFI cattle across the different breed type and dietary sources used in the current study. These included *ANGPTL8*, *ELOVL6*, *FABP4*, *THRSP*, *SLC27A6*, *ASCM1*, *FASN* and *PDK4*. 

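In HF-H1 the 6 fatty acid metabolism genes kept by the filter had log2 fold changes from -1.78 to -1.08. ANGPTL8 (ENSBTAG00000009570) had 1.46 ± 1.13 normalized CPM in L-RFI (SD, n = 10) and 5.13 ± 10.3 in H-RFI steers (SD, n = 11), a log2 fold change of -1.78 (standard error 0.77, adjusted p = 1.000 from edgeR's quasi-likelihood test). With each steer left out in turn it lay between -2.08 and -0.43, FABP4 between -1.71 and -0.11, ELOVL6 between -1.80 and -0.36, and THRSP between -1.85 and -0.40. In CH-ZG the log2 fold changes of THRSP and FABP4 were -3.26 (standard error 1.00) and -1.97 (standard error 0.83), with adjusted p-values of 0.290 and 0.646. THRSP passed the thresholds there in one edgeR model of all libraries (log2 fold change -3.23, adjusted p = 0.0102). So did 746 genes in all, 743 of them lower in L-RFI steers, and that model was not refitted without steer 571. In CH-H2, ELOVL6 had a log2 fold change of -1.80 (standard error 0.56) and FABP4 one of -2.27 (standard error 0.58), both with an adjusted p-value of 1.000. ASCM1 is listed as ACSM1 (ENSBTAG00000001417) in Supplementary Table 1, and its log2 fold change in CH-H2 was -0.78 (standard error 0.70) and turned positive, 0.19, with DESeq2's Wald test. PDK4 (ENSBTAG00000014069) had a log2 fold change of -1.33 (standard error 0.82) in HF-H2, and SLC27A6 (ENSBTAG00000004860) one of -1.31 (standard error 0.43) in HF-ZG. Across steers, FABP4, THRSP and TRARG1 varied with CIDEC. The median Pearson's r over 18 relations, 3 in each of the 6 comparisons, was 0.862 and the median Spearman's rho 0.815, and 16 and 18 of the relations had a Benjamini-Hochberg adjusted permutation p-value under 0.05. The relation was uneven, with Pearson's r for THRSP of 0.298 in CH-ZG and 0.286 in HF-H2. Without the 2 steers farthest from the median of CIDEC, the median Pearson's r was 0.800, and in HF-H1 the values for FABP4, THRSP and TRARG1 were 0.260, 0.334 and 0.300. For THRSP it was then 0.657 in CH-ZG and 0.679 in HF-H2. The log2 fold change was negative for all 18 fatty acid results of Table 2 that could be tested. Table 2 took them from genes that differed in the same experiment, so the shared sign is no independent test.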

*ANGPTL8* is involved in the direction of fatty acids towards adipose storage^27^. *ELOVL6* encodes a protein responsible for the rate limiting step in fatty acid elongation^28^ and was previously reported as down-regulated in skeletal muscle, pituitary, adipose and duodenum tissue of L-RFI steers^25^. *THRSP* and *FASN* are involved in the regulation of lipogenesis and fatty acid synthesis, respectively^29^. Indeed Weber et al.^25^ identified expression of both *THRSP* and *FASN* as down-regulated in L-RFI cattle in pituitary, skeletal muscle, and adipose tissues, whilst Alexandre et al.^30^ observed lower expression of *FASN* in liver tissue of L-RFI cattle. Additionally both *ASCM1* and *PDK4* are involved in fatty acid metabolism. The *PDK4* gene, although downregulated in the HF steers in the current study (H2 diet), was previously reported as down-regulated in L-RFI CH steers in the data of Mukiibi et al.^22^. The *FABP4* gene is involved in fatty acid uptake, transport and metabolism. Similarly, *SLC27A6* encodes a fatty acid transporter protein, which was also down-regulated in L-RFI cattle in the liver based transcriptomic study of Chen et al.^31^. Overall, results indicate a greater amount of lipogenesis and adipogenesis in H-RFI cattle which may account for the difference in metabolic requirements. Indeed, pathway analysis predicted a regulatory role for *SREBF1* towards the expression of genes identified as involved in fatty acid metabolism in CH-H2 comparison (Fig. 2). *SREBF1* encodes a transcription factor which is a primary regulator of lipid metabolism^32^. Despite not identifying the same genes across all studies, we have shown consistency across the contrasting dietary regimens utilised in this study along with commonality with previously published results reinforcing the central role of fatty acid metabolism towards variation in RFI in beef cattle. Results from this study also show an involvement of genes related to fatty acid metabolism towards RFI across diverse breed types and varying dietary sources. Indeed, Weber et al.^25^ concluded that the increase in carcass specific gravity of L-RFI cattle suggested a reduced body fat content in the efficient cattle, reinforcing the reduction in fat content in L-RFI cattle.

### Immune response

Similar to genes related to fatty acid metabolism, a role for genes involved in the immune system or immune signalling has been reported previously in studies examining the underlying biology of RFI in cattle^1^. However, unlike the results for the fatty acid genes, which were differentially expressed in each breed and dietary phase evaluated, genes involved in immune system were differentially expressed in CH steers divergent for RFI phenotype under ZG and H2 dietary phases and for ZG dietary phase in HF cattle only. Indeed, with the exception of one gene (*ZC3H12A*) all genes related to immune function were down-regulated in the L-RFI steers in each comparison. This direction of effect is in line with previous studies which also reported an up-regulation of immune related genes in the inefficient H-RFI cattle, across various tissues, breeds and dietary types^22,23^. 

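In HF-ZG 14 immune genes of the paper were kept by the filter, of which 13 had a negative log2 fold change and 1, ZC3H12A (ENSBTAG00000011316), a positive one. The paper chose these genes by significance in the same experiment, so their direction is no independent test. ZC3H12A had 8.21 ± 7.39 normalized CPM in L-RFI (SD, n = 10) and 4.38 ± 1.90 in H-RFI steers (SD, n = 10), a log2 fold change of 1.06 (standard error 0.36, adjusted p = 0.409 from edgeR's quasi-likelihood test). The log2 fold changes of the other 13 lay between -1.68 and -0.43. The smallest unadjusted p-value among the 14 was 0.00771 and the largest 0.594, and the smallest adjusted p-value was 0.409. ZC3H12A passed the thresholds with limma voom and sample quality weights (adjusted p = 0.0188), as did the others of the 14 apart from IDO1. This setting passed 1761 genes in HF-ZG.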

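ZC3H12A had an unadjusted p-value of 0.886 for the interaction of diet and breed (limma voom, all libraries, adjusted p = 1.00).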

The differential direction of effect for *ZC3H12A* may be due to the variable response of the expression of this gene dependent on diet, evident through the identification of this gene as significant through the diet and breed interaction analysis. Interestingly, in the current study, the majority of the immune genes identified as differentially expressed were pertaining to differences between H- and L-RFI HF steers during the ZG dietary phase, which may suggest a differential transcriptomic response between varying breed types receiving the same dietary allowance. In particular, genes differentially expressed during the ZG dietary phase for the HF steers, included a number of genes with functions associated with inflammation. 

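CASP4 (ENSBTAG00000020884) had 1.56 ± 1.55 normalized CPM in L-RFI (SD, n = 10) and 2.93 ± 2.10 in H-RFI steers (SD, n = 10) in HF-ZG. This is a log2 fold change of -0.96 (standard error 0.47, adjusted p = 0.409 from edgeR's quasi-likelihood test). S100A12 (ENSBTAG00000012638) had 3.25 ± 4.95 normalized CPM in L-RFI (SD, n = 10) and 3.87 ± 3.80 in H-RFI steers (SD, n = 10), a log2 fold change of -1.26 (standard error 0.64, adjusted p = 0.409). With limma voom and sample quality weights both passed the thresholds, at log2 fold changes of -1.32 for CASP4 and -2.50 for S100A12 (adjusted p = 0.0202 and 0.0257). So did 1761 genes of HF-ZG in all. In Supplementary Table 1 the haemoglobin gene of this comparison is named HBD, which was below the filter on low counts here.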

Specifically these included *CASP4*, which encodes a protein involved in the inflammasome^33^, as well as genes involved in the regulation of inflammatory processes, including *HBB* and *S100A12*. Additionally *SAMD9*, which plays a role in the inflammation response was also up-regulated in the H-RFI steers. Indeed, some of these genes have previously been implicated towards variation in RFI in cattle. For example Paradis et al.^34^ reported lower expression of *HBB* in the liver tissue of L-RFI crossbred heifers. Moreover, IL6 was predicted to have a regulatory role in relation to the expression of genes involved in inflammation in the HF-ZG comparison, which included the *CASP4* gene. Overall, results from the current study and those from the published literature indicate a role for genes involved in inflammatory processes in contributing to variation in RFI.

In addition to the genes related to inflammation, a number of genes different between HF steers during the ZG dietary phase were associated with T-cell response. T-cells represent an important white blood cell of the immune system, providing a central role in the adaptive immune response. Genes involved in T-cell function differentially expressed in the current study included those directly involved in regulating T-cell response as well as genes involved in T-cell receptor signalling. Indeed similar to inflammation related genes, all genes related to T-cell function were down-regulated in the L-RFI steers. These included *ZAP70*, which plays a role in T-cell development ultimately contributing to the regulation of the adaptive immune response^35^. 

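ZAP70 (ENSBTAG00000005892) had 1.23 ± 1.43 normalized CPM in L-RFI (SD, n = 10) and 3.66 ± 3.94 in H-RFI steers (SD, n = 10) in HF-ZG. The log2 fold change of -1.55 (standard error 0.57) had an adjusted p-value of 0.409 (edgeR quasi-likelihood), and it lay between -2.21 and -1.07 with each steer left out in turn. ZAP70 was among 1761 genes that passed the thresholds with limma voom and sample quality weights (log2 fold change -2.07, adjusted p = 0.0264).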

Additionally, genes involved in T-cell activation were also down-regulated in the L-RFI steers. 

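UBD (ENSBTAG00000027246) had 1.14 ± 1.37 normalized CPM in L-RFI (SD, n = 10) and 3.13 ± 2.90 in H-RFI steers (SD, n = 10) in HF-ZG, a log2 fold change of -1.47 (standard error 0.55, adjusted p = 0.409 from edgeR's quasi-likelihood test). The log2 fold changes of SPN, ARHGAP45, IDO1 and LCP1 were -0.85, -1.11, -1.68 and -0.96, with standard errors of 0.52, 0.57, 0.75 and 0.51. The adjusted p-values of these 4 genes were 0.414, 0.409, 0.409 and 0.409 (edgeR). With limma voom and sample quality weights, SPN, UBD, ARHGAP45 and LCP1 were among 1761 genes that passed the thresholds.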

Specifically these included *SPN*, *UBD*, *ARHGAP45*, *IDO1* and *LCP1*. The protein encoded by *SPN* is involved in the antigen specific activation of T-cells. Whilst *UBD*, *ARHGAP45* and *IDO1* all contribute to T-cell responses as well as modulating T-cell behaviour and immune homeostasis. Indeed, in addition to down-regulation in L-RFI HF steers during ZG phase, *IDO1* was also down-regulated in CH steers during H2 dietary phase. 

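IDO1 (ENSBTAG00000020602) had 3.48 ± 4.68 normalized CPM in L-RFI (SD, n = 10) and 11.3 ± 20.2 in H-RFI steers (SD, n = 10) in HF-ZG. In CH-H2 the means were 2.11 ± 1.64 in L-RFI (SD, n = 8) and 4.40 ± 5.62 in H-RFI steers (SD, n = 8). The log2 fold change in CH-H2 was -1.49 (standard error 0.66, adjusted p = 1.000 from edgeR's quasi-likelihood test).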

Finally, *LCP1* functions in the activation of T-cell response through antigen co-stimulation. Moreover, genes with functions related to T-cell receptor signalling including *PTPRC*, *CD3E* and *CD53* were also down-regulated in the L-RFI HF cattle during ZG dietary phase. Thus, results from the HF steers suggest an increased adaptive immune response within the ZG dietary phase, however the lack of commonality of these genes with the other diets assessed in the current study as well as the results within the published literature suggest that this result may be specific to the experimental parameters employed.

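PTPRC (ENSBTAG00000023144) had 5.73 ± 9.57 normalized CPM in L-RFI (SD, n = 10) and 8.64 ± 10.4 in H-RFI steers (SD, n = 10), a log2 fold change of -1.62 (standard error 0.67, adjusted p = 0.409 from edgeR's quasi-likelihood test). CD53 had a log2 fold change of -1.21 (standard error 0.50). CD3E had 3.99 ± 5.58 normalized CPM in L-RFI (SD, n = 10) and 3.37 ± 3.54 in H-RFI steers (SD, n = 10), so that its mean was higher in L-RFI steers while its log2 fold change was -0.57, no larger than its standard error of 0.58, and it ranged from -1.30 to -0.001 with each steer left out in turn. With limma voom and sample quality weights all 3 genes passed the thresholds (adjusted p = 0.0230 for PTPRC, 0.0281 for CD53 and 0.0434 for CD3E). They were 3 of 1761 genes that passed in HF-ZG under this setting.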

### Energy production and cellular detoxification

Mitochondria are responsible for 90% of whole body energy production as well as being major regulators of cellular homeostasis through their function as reactive oxygen species regulators^36,37^, thus it is reasonable to expect a potential contribution of such cellular organelles towards variation in feed efficiency. Indeed previous evaluations on the underlying biology governing RFI in beef cattle have indicated towards a role for enhanced mitochondrial function in feed efficient cattle, however, results on this are not conclusive^1,14^. For example, some studies have reported greater expression of genes involved in the electron transport chain and mitochondrial function in L-RFI cattle, whilst other studies identified no differences. Indeed, results on the potential functional differences in mitochondrial function between cattle divergent in RFI are also conflicting. For example while Kolath et al.^38^, Fernandez et al.^39^ and Lancaster et al.^40^ observed increased mitochondrial function in the L-RFI cattle, McKenna et al.^41^ did not observe the same result in liver and muscle tissue of Simmental heifers and bulls. Indeed in their transcriptomic evaluation of skeletal muscle and liver tissues in the same Simmental heifer and bull population, McKenna et al.^41^ observed differential expression of mitochondrial related genes in the skeletal muscle of heifers, with all genes up-regulated in the L-RFI cattle. Thus, the lack of agreement between studies may be due to the use of varying experimental parameters including breed, stage of development and dietary source. Indeed, this was also apparent within the results of the current study, whereby genes involved in the electron transport chain were differentially expressed across breed and dietary source, but in contrasting direction of effect. For example within the CH steers, *NDUFA3*, which encodes a subunit of Complex I of the electron transport chain, was down-regulated in the L-RFI cattle. Conversely though genes involved in complexes of the electron transport chain (*COX3*, *ND3*, *ATP8*, *CYP4B1*) were all up-regulated in the L-RFI HF steers during the same dietary phase (H1), suggesting differential response dependent on breed type. 

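NDUFA3 (ENSBTAG00000007754) had 23.8 ± 7.02 normalized CPM in L-RFI (SD, n = 8) and 42.6 ± 27.5 in H-RFI CH steers (SD, n = 10) following H1. It had a log2 fold change of -0.84 (standard error 0.33, adjusted p = 0.999 from edgeR's quasi-likelihood test), and it stayed between -0.94 and -0.63 with each steer left out in turn.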

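COX3 and ND3 are listed in Supplementary Table 1 as MT-CO3 (ENSBTAG00000043560) and MT-ND3 (ENSBTAG00000043568), and ATP8 was not analysed here. In HF steers following H1, MT-CO3 had 33769.8 ± 22703 normalized CPM in L-RFI (SD, n = 10) and 17362 ± 6373 in H-RFI steers (SD, n = 11). The log2 fold changes of MT-CO3, MT-ND3 and CYP4B1 were 0.96, 0.90 and 1.04, with standard errors of 0.32, 0.34 and 0.74 and adjusted p-values of 1.000, 1.000 and 1.000 (edgeR quasi-likelihood). All 3 stayed above 0 with each steer left out in turn. In one model of all libraries, the difference of the RFI effect between the 6 comparisons had an adjusted p-value of 1.00 for NDUFA3, MT-CO3, MT-ND3 and CYP4B1 (edgeR, Benjamini-Hochberg). This test covers all 6 comparisons at once. The contrast of CH-H1 with HF-H1, which the paper's statement concerns, was not run.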

Additionally, genes involved in energy homeostasis including *NR4A3* and *CKB* were both down-regulated in L-RFI CH steers, in H1 and H2 dietary phases, respectively. 

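NR4A3 (ENSBTAG00000001864) had 2.24 ± 2.61 normalized CPM in L-RFI (SD, n = 8) and 4.87 ± 6.62 in H-RFI steers (SD, n = 10) in CH-H1. Its log2 fold change was -1.10 (standard error 0.77, adjusted p = 0.999 from edgeR's quasi-likelihood test). CKB (ENSBTAG00000035998) had a log2 fold change of -1.69 in CH-H2 (standard error 0.69, adjusted p = 1.000), and lay between -2.17 and -0.64 with each steer left out in turn. In H-RFI steers its mean was 5.65 ± 7.92 normalized CPM (SD, n = 8), a spread to which 1 steer with 25.0 normalized CPM contributed most (16.7 CPM before normalization, 95% Wilson interval 14.7 to 19.1).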

*NR4A3* encodes a protein involved in regulating energy balance and metabolism, whilst also regulating gene expression that controls oxidative metabolism in skeletal muscle^42^. Indeed, this gene was also identified as affected by both diet and breed in the current study too, evident through the interaction analysis. Similarly, *CKB* encodes an enzyme involved in energy homeostasis, playing a central role in energy transduction in tissues with large fluctuating energy demands such as skeletal muscle. Indeed, the differential direction of effect of these genes is also apparent for *CKB*, which was also observed as down-regulated in the liver tissue of L-RFI CH steers used in this study^23^, but was upregulated L-RFI Nelore steers in the liver transcriptomic study of Tizioto et al.^43^. Thus, results from the current study further reinforce the ambivalence within the published literature on the contribution of mitochondrial efficiency towards variation in RFI in beef cattle.

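In the interaction of diet and breed, fitted with limma voom to all libraries, NR4A3 had an unadjusted p-value of 0.378 and an adjusted p-value of 1.00. Supplementary Table 1g lists NR4A1 and NR4A2 among its 23 genes, which had unadjusted p-values of 0.967 and 0.921, and does not list NR4A3.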

In addition to the potential role of enhanced mitochondrial function in feed efficient cattle, a role for altered reactive oxygen species production and cellular detoxification was also apparent. Feed efficient cattle have shown lower expression of genes related to oxidative stress as well as lower expression of genes related to cellular detoxification^14^. The same result was observed in the current study where genes involved in cellular protection and detoxification were differentially expressed. These included *HPX*, involved in protecting cells from oxidative stress, which was up-regulated in L-RFI CH steers following H1 dietary phase. Indeed, *HPX* was also differentially expressed in the data of Weber et al.^25^, specifically in that study *HPX* expression was greater in pituitary, liver and duodenum and at the same time lower in muscle and adipose tissues of the L-RFI steers used in that study. 

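HPX (ENSBTAG00000003564) had 10.1 ± 9.33 normalized CPM in L-RFI (SD, n = 8) and 4.89 ± 3.59 in H-RFI CH steers (SD, n = 10) following H1. The log2 fold change was 1.07 (standard error 0.54, adjusted p = 0.999 from edgeR's quasi-likelihood test), from 0.65 to 1.31 with each steer left out in turn. With the steer's ALB expression as a covariate it was 0.31 (standard error 0.24).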

Together these results show different responses based on tissue type but also based on breed and dietary source between that of the current study and that of Weber et al.^25^. Additionally *GSTM3* and *GADD45* were both down-regulated in L-RFI cattle during ZG dietary phase in CH and HF steers, respectively. 

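GSTM3 (ENSBTAG00000001842) had 27.9 ± 13.4 normalized CPM in L-RFI (SD, n = 10) and 78.5 ± 89.5 in H-RFI steers (SD, n = 9) in CH-ZG, a log2 fold change of -1.57 (standard error 0.55, adjusted p = 0.407 from edgeR's quasi-likelihood test). In one edgeR model of all libraries it passed the thresholds (adjusted p = 0.0401), as 746 genes did in CH-ZG. That model was not refitted without steer 571. GADD45, listed as GADD45A (ENSBTAG00000013860), had 7.14 ± 4.27 normalized CPM in L-RFI (SD, n = 10) and 16.9 ± 11.9 in H-RFI steers (SD, n = 10) in HF-ZG, a log2 fold change of -1.10 (standard error 0.38, adjusted p = 0.409). GADD45A was among 1761 genes of HF-ZG that passed the thresholds with limma voom and sample quality weights (adjusted p = 0.0461).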

*GSTM3* encodes a glutathione S-transferase involved in detoxification, whilst *GADD45* expression has been shown to be increased in response to cellular stress. Furthermore, *GSTM3* was previously reported as down-regulated in the liver tissue transcriptomic data of Chen et al.^31^ in L-RFI cattle, similar to this current study. Altogether these results show an effect of cellular mitochondrial processing and cellular detoxification towards variation in RFI in beef cattle, which appears to be dependent on the breed type as well as the dietary source employed.

### Muscle growth

Currently data on the contribution of RFI towards variation in skeletal muscle accretion are conflicting with studies presenting positive^4^, negative^13^ or neutral^7,8^ relationships between RFI and ultrasonically scanned *M. longissimus thoracis et lumborum* size. Despite this, results from the current study indicate towards greater potential for skeletal muscle tissue development and growth in the L-RFI steers across the varying breeds and diet types examined. For example, the transcriptional regulatory gene, *EGR1* was up-regulated in CH and HF L-RFI steers in H1 and H2 dietary phases. 

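EGR1 (ENSBTAG00000010069) had 28.5 ± 42.2 normalized CPM in L-RFI (SD, n = 8) and 10.9 ± 5.21 in H-RFI CH steers (SD, n = 10) following H1, a log2 fold change of 1.38 (standard error 0.55, adjusted p = 0.999 from edgeR's quasi-likelihood test). In HF-H2 it had 26.3 ± 30.8 in L-RFI (SD, n = 8) and 5.70 ± 4.09 in H-RFI steers (SD, n = 9), a log2 fold change of 2.04 (standard error 0.58, edgeR adjusted p = 1.000). In CH-H2 and HF-H1 the log2 fold changes were 0.10 (standard error 0.47) and -0.09 (standard error 0.37), both within the spread between steers. In HF-ZG, where Supplementary Table 1 lists EGR1 as down-regulated, the log2 fold change was -1.29 (standard error 0.81), and it ranged from -1.43 to 0.66 with each steer left out in turn. With limma voom and sample quality weights it was 1.44 and passed the thresholds in the opposite direction (adjusted p = 0.0578), as 1 of 1761 genes that passed. The difference of the RFI effect between the 6 comparisons had an adjusted p-value of 0.125 for EGR1 (edgeR, one model of all libraries).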

*EGR1* functions in differentiation through its role as a transcriptional regulator, with the greater expression of this gene within the L-RFI steers indicating greater differentiation and growth in the L-RFI CH and HF steers dependent on the diet type. Indeed, a role for this gene towards greater growth is further evidenced through greater expression in L-RFI cattle in both liver and skeletal muscle tissues^43–45^. Furthermore, following the H1 dietary phase, the L-RFI HF steers displayed greater expression of both *FOSB* and *FOS*, in addition to both of these genes being affected by both diet and breed, evident through the interaction analysis. 

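FOSB (ENSBTAG00000008182) had 26.5 ± 48.7 normalized CPM in L-RFI (SD, n = 10) and 6.36 ± 7.14 in H-RFI HF steers (SD, n = 11) following H1, a log2 fold change of 2.12 (standard error 0.79, adjusted p = 1.000 from edgeR's quasi-likelihood test). Its log2 fold change was -0.36 with limma voom and sample quality weights. FOS (ENSBTAG00000004322) had 85.4 ± 117 in L-RFI (SD, n = 10) and 40.9 ± 57.4 in H-RFI steers (SD, n = 11), a log2 fold change of 1.10 (standard error 0.66, adjusted p = 1.000). For the interaction of diet and breed, the unadjusted p-values were 0.277 for FOS and 0.167 for FOSB (limma voom, adjusted p = 1.00 for both).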

Both of which were also previously reported as up-regulated in the liver of L-RFI cattle^43^ and both have been shown to have important functions in regulating muscle hypertrophy^46^. Additionally we also identified differential expression of genes involved in cell cycle regulation. 

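BTG2 (ENSBTAG00000015711) had 15.6 ± 12.5 normalized CPM in L-RFI (SD, n = 8) and 27.0 ± 27.5 in H-RFI steers (SD, n = 10) in CH-H1. It had a log2 fold change of -0.78 (standard error 0.51, adjusted p = 0.999 from edgeR's quasi-likelihood test), which lay between -1.20 and -0.30 with each steer left out in turn.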

In particular, the *BTG2* gene, which has anti-proliferative properties, and is involved in the regulation of the G1/S transition of the cell cycle was down-regulated in the CH L-RFI steers following the H1 dietary phase. Moreover, the *BTG2* gene was also identified as significant in the current study through the interaction between diet and breed. 

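For BTG2 the interaction of diet and breed had an unadjusted p-value of 0.654 (limma voom, all libraries, adjusted p = 1.00).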

Down-regulation of this gene indicates a continued growth of the muscle tissue compared to the H-RFI CH steers. Indeed, *BTG2* was also previously reported as down-regulated in other studies examining RFI divergence in liver tissue^22^ and skeletal muscle tissue^44^, further suggesting greater growth potential in L-RFI cattle.

In addition to the differential expression of genes with general functions in growth mentioned directly above, we also identified genes with specific functions in muscle development as up-regulated in the L-RFI steers. These included *CSRP3*, *SPX* in the CH steers following H1 dietary phase and *PAMR1*, which was up-regulated in the HF steers following the ZG dietary phase. 

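CSRP3 (ENSBTAG00000011869) had 243 ± 164 normalized CPM in L-RFI (SD, n = 8) and 138 ± 55.0 in H-RFI steers (SD, n = 10) in CH-H1, a log2 fold change of 0.81 (standard error 0.36, adjusted p = 0.999 from edgeR's quasi-likelihood test). PAMR1 (ENSBTAG00000012630) had 2.34 ± 1.99 in L-RFI (SD, n = 10) and 0.941 ± 0.687 in H-RFI steers (SD, n = 10) in HF-ZG, a log2 fold change of 1.37 (standard error 0.44, adjusted p = 0.409). PAMR1 was among 1761 genes of HF-ZG that passed the thresholds with limma voom and sample quality weights (adjusted p = 0.0618). SPX was not analysed here.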

The *CSRP3* gene is involved in regulatory processes important for development and cellular differentiation and has been shown to function as a positive regulator of myogenesis^47^. Similarly, *SPX* has been shown to promote the proliferation and differentiation of skeletal muscle tissue^48^, whilst *PAMR1* has been shown to function in the regeneration of skeletal muscle. Moreover, myosin genes also displayed greater expression in both HF and CH L-RFI steers. 

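MYH6 (ENSBTAG00000040053) had 446 ± 258 normalized CPM in L-RFI (SD, n = 10) and 319.5 ± 139 in H-RFI HF steers (SD, n = 11) following H1, a log2 fold change of 0.49 (standard error 0.31, adjusted p = 1.000 from edgeR's quasi-likelihood test). MYL6B (ENSBTAG00000031217) had a log2 fold change of 0.84 (standard error 0.58) in the same comparison. In CH-ZG, MYH4 (ENSBTAG00000037794) had 7.93 ± 13.1 in L-RFI (SD, n = 10) and 3.27 ± 1.58 in H-RFI steers (SD, n = 9), a log2 fold change of 1.42 (standard error 0.59, edgeR adjusted p = 0.638). With each steer left out in turn it lay between 0.38 and 1.58. The log2 fold change of MYH6 in CH-ZG was 0.24, smaller than its standard error of 0.62, and ranged from -0.09 to 0.53 with each steer left out in turn. In 1 H-RFI steer of CH-ZG only 7 of 13818659 counts were on MYH6, a share of 0.507 CPM (95% Wilson interval 0.245 to 1.05), where the median of the other H-RFI steers of CH-ZG would give 4579 on the normalized scale. MYH6 was also listed for CH-H1 and CH-H2, where its log2 fold changes were -0.26 (standard error 0.31) and 0.21 (standard error 0.34).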

Specifically these included, *MYH6* and *MYL6B*, both of which were up-regulated in the L-RFI HF steers following H1 dietary phase and *MYH4* and *MYH6*, both up-regulated in CH L-RFI steers following the ZG diet. Indeed, both *MYH6* and *MYL6B* were also previously identified as up-regulated in L-RFI cattle across tissues including anterior pituitary, skeletal muscle, liver, adipose and duodenum in the data of Weber et al.^25^. Additionally, the actin gene, *ACTC1* was also up-regulated in L-RFI steers (HF, ZG dietary phase). 

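ACTC1 (ENSBTAG00000005714) had 73.9 ± 122 normalized CPM in L-RFI (SD, n = 10) and 24.5 ± 23.2 in H-RFI steers (SD, n = 10) in HF-ZG, a log2 fold change of 1.66 (standard error 0.72, adjusted p = 0.409 from edgeR's quasi-likelihood test). It lay between 0.94 and 2.05 with each steer left out in turn. The L-RFI library of 30681 counts held 0 ACTC1 reads, where the smallest share that its depth can show is 97.8 CPM. In HF-H2, where Supplementary Table 1 lists ACTC1 as down-regulated, the log2 fold change was -1.73 (standard error 0.70, adjusted p = 1.000). The difference of its RFI effect between the 6 comparisons had an adjusted p-value of 0.162 (edgeR).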

In skeletal muscle tissue, actin and myosin filaments combine to form myofibrils, which are organised into sacromeres functioning as the fundamental unit of muscle contraction. Although muscle fibre number is fixed at birth, the greater expression of these genes in the L-RFI steers may suggest greater hypertrophy in the L-RFI steers during later stages of life. Alternatively, the differential expression of such myofibre related genes may indicate towards a difference in the muscle fibre type between cattle divergent for RFI and which ultimately may contribute to the variation in energy requirements between L- and H-RFI cattle. Overall, results suggest a greater potential for muscle growth in the L-RFI steers across both breeds examined.

## Conclusion

Results from this study show that across two contrasting breed types and three diets varying in feed intake characteristics, chemical composition and nutritive value, no one common gene was determined as a key regulator or contributor to variation in RFI in skeletal muscle tissue. However, despite this within each comparison evaluated in the current study, genes with an associated function in fatty acid metabolism were differentially expressed between H- and L-RFI cattle, highlighting a clear role for such processes towards RFI divergence. Moreover, results from this study also highlight genes involved in greater skeletal muscle growth in L-RFI cattle. Overall results from this study identify common biological processes contributing to RFI across varying breed and dietary source types, however the lack of commonality of individual protein coding genes towards variation in RFI both within the current study and compared to the published literature, suggests other genomic features warrant evaluation in relation to RFI, for example those involved in transcriptional regulation and epigenetic functions to further unravel the underlying biological complexity of the RFI trait.

## Methods

### Animal model

This study was conducted at the Teagasc Animal and Grassland Research and Innovation Centre. All procedures involving animals were approved by the Teagasc Animal Ethics Committee and all procedures involving animals in the current study were conducted under an experimental license (AE19132/P029) from the Health Products Regulatory Authority in accordance with the cruelty to Animals Act 1876 and the European Communities (Amendment of Cruelty to Animals Act 1876) Regulations 2002 and 2005. All experiments were performed in accordance with relevant regulations and the ARRIVE (Animal Research: Reporting on In Vivo Experiments) guideline.

This experiment was conducted as part of a larger study designed to examine the within-animal repeatability of intake, growth and feed efficiency between the growing and finishing stages of the lifespan of CH and HF beef steers offered contrasting diets over consecutive test periods^19,20^. Briefly, one hundred and sixty seven cattle comprised of 90 CH and 77 HF were used in the study. Dietary feeding phases were as follows: (i) a high concentrate diet during the growing phase (H1); (ii) zero-grazed grass diet during the growing phase (ZG) and; (iii) high concentrate diet during the finishing phase (H2). Mean age and body weight for CH and HF at the start of the first high-concentrate phase were 283 d (SD = 18.3) and 394 kg (SD = 37.5), and 307 d (SD = 7.7) and 294 kg (SD = 41.8), respectively. The zero-grazed grass phase commenced 152 days, and the second high-concentrate phase commenced 371 days, after this. Mean body weight for CH and HF at the start of zero-grazed phase and second high-concentrate phase was 516 kg (SD = 37.3) and 440 kg (SD = 41.8), and 676 kg (SD = 50.0) and 611 kg (SD = 49.1), respectively. Following a dietary adaptation period (14 days), individual DMI and growth were measured over the three 70 d feeding phases, using a Calan gate system. During the high concentrate phases (H1 and H2), all steers received the same high-concentrate diet ad libitum (860 g/kg rolled barley, 60 g/kg soya bean meal, 60 g/kg molasses, and 20 g/kg minerals and vitamins) with a restricted allowance of grass silage daily. Throughout the interim ZG phase, all steers were individually offered zero-grazed grass (DM 183 g/kg) ad libitum. The grass herbage was harvested twice daily from Lolium perenne dominant swards using a zero-grazer. Chemical composition of diets offered is detailed in full in Higgins et al.^23^. Body-weight of all steers was measured, prior to feeding, at the beginning and end as well as at 14-day intervals throughout each dietary phase.

### Computation of RFI

Full details related to the computation of RFI trait are described in full in Higgins et al.^23^. Briefly, the residuals of the regression of dry matter intake on ADG, mid-test MBW within each breed, were used to compute individual RFI coefficients for each feeding phase using the GLM procedure of SAS 9.1 (SAS Inst. INC., Cary, NC). Residual feed intake was calculated for each animal as the difference between actual DMI and expected DMI. Animals were ranked within breed and feeding phase for H-RFI (n = 12) and L-RFI (n = 12).

### Tissue sample collection

*M. longissimus thoracis et lumborum* biopsies were harvested from animals deemed H- and L-RFI under local anaesthetic (5 mL Adrenacaine, Norbrook Laboratories (Ireland) Ltd.) as described by Keogh et al.^49^ at the end of each RFI measurement period. All surgical instruments used for tissue collection were sterilised and treated with 70% ethanol and RNaseZap (Ambion, Applera Ireland, Dublin, Ireland). Tissue biopsies were snap frozen in liquid nitrogen directly after collection. All samples were subsequently stored at − 80 °C pending further processing.

### RNA isolation and purification

Total RNA was isolated from 50 mg of muscle biopsy. Tissue samples were homogenised in 3 mL of QIAzol reagent using a rotor-strator tissue lyser (Qiagen, UK) and chloroform (Sigma-Aldrich Ireland, Dublin, Ireland). RNA was subsequently precipitated and purified using the RNeasy plus Universal kit (Qiagen, UK) according to the manufacturer’s guidelines, which included a step to remove any contaminating genomic DNA. The quantity of the RNA isolated was determined by measuring the absorbance at 260 nm using a Nanodrop spectrophotometer ND-1000 (Nanodrop Technologies, Wilmington, DE, USA). RNA quality was assessed on the Agilent Bioanalyser 2100 using the RNA 6000 Nano Lab Chip kit (Agilent Technologies Ireland Ltd., Dublin, Ireland). RNA quality was also verified by ensuring all RNA samples had an absorbance (A260/280) of between 1.8 to 2.0 and RIN (RNA Integrity Number) values of between 8 and 10 were deemed high quality. Any samples that had an (A260/280) absorbance of less than 1.8 were cleaned using a Zymo Research RNA clean & concentrator kit (Cambridge Biosciences, UK). All samples were deemed to be of sufficient high quality for subsequent cDNA synthesis.

### cDNA library preparation and sequencing

cDNA libraries were prepared from high quality RNA following the manufacturer’s instructions using the Illumina TruSeq stranded mRNA sample prep kit (Illumina, San Diego, CA, USA). For each sample, 1 μg of RNA was used for cDNA library preparation. Briefly, mRNA was purified from total RNA and subsequently fragmented. First strand cDNA was synthesised using Superscript II Reverse Transcriptase (Applied Biosystems Ltd., Life Technologies) followed by second strand synthesis using components of the Illumina TruSeq RNA sample prep kit. Adaptors were ligated to the cDNA which was subsequently enriched by 15 cycles of PCR. Libraries were validated on the Agilent Bioanalyser 2100 using the DNA 1000 Nano Lab Chip kit. cDNA concentration was assessed using Nanordrop spectrophotometer ND-1000 (Nanodrop Technologies, Wilmington, DE, USA) and samples with > 25 ng/μl were deemed suitable for further analysis. Following quality control procedures, individual RNA-seq libraries were pooled based on their respective sample-specific 6 bp adaptors and sequenced at 50 bp/sequence single-end read using an Illumina HiSeq 2500 sequencer. Approximately 22 million sequences per sample were generated.

### RNA-sequencing data analysis

FASTQC software (v0.11.5) was first used to check the quality of the raw sequencing reads. Cutadapt software (version 1.18.8) was then used to remove sequencing indexing adapters as well as any low quality reads. Trimmed input reads were then aligned to the bovine reference genome (ARS-UCD1.2) using Spliced Transcripts Alignment to a Reference (STAR) (v2.5.1). The STAR parameter “quantMode GeneCounts” was used to calculate the number of sequenced fragments overlapping all protein-coding genes from the ENSEMBLv87 annotation of the bovine genome. The number of counts of reads mapping to each annotated gene from STAR was then collated into a single file and used for subsequent differential gene expression.

Differentially expressed genes between each breed and dietary phase comparison were determining using the Bioconductor package, EdgeR (v3.20.9). Read counts were firstly filtered for lowly expressed genes through the removal of any gene with less than one count per million in at least half the number of samples across each comparison. Data were then normalised using the trimmed mean of M-value normalisation method, with exact tests then used for the detection of differentially expressed genes between H- and L-RFI steers across each breed and dietary phase comparison. Additionally, a separate analysis of all data was undertaken to evaluate the interaction of breed and diet, fitting RFI as a class variable and animal as a random effect within the model. Genes with a Benjamini–Hochberg false discovery rate of < 0.1 and a fold-change greater than 1.5 were considered differentially expressed. The resultant list of differentially expressed genes was then submitted to Ingenuity pathway analysis (Qiagen)^50^ in order to assign biological annotation and undertake biological pathway analysis.

### Ethics declaration

This study was conducted at the Teagasc Animal and Grassland Research and Innovation Centre. All procedures involving animals were approved by the Teagasc Animal Ethics Committee and all procedures involving animals in the current study were conducted under an experimental license (AE19132/P029) from the Health Products Regulatory Authority in accordance with the cruelty to Animals Act 1876 and the European Communities (Amendment of Cruelty to Animals Act 1876) Regulations 2002 and 2005. All experiments were performed in accordance with relevant regulations and the ARRIVE (Animal Research: Reporting on In Vivo Experiments) guideline.

## Supplementary Information

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

## Data Availability

The sequencing data underlying this article are available in NCBI’s Gene Expression Omnibus at [https://www.ncbi.nlm.nih.gov/geo/] and can be accessed with unique GEO ID GSE113135.

How the deposited data were processed for this re-analysis (not part of the article)

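RNA sequencing of muscle biopsies was re-analysed for L-RFI and H-RFI steers of 2 breeds (CH and HF) in 3 dietary phases (H1, ZG and H2). The authors trimmed the reads with cutadapt, aligned them to the bovine genome (ARS-UCD1.2) with STAR and counted reads per gene with STAR's GeneCounts mode and the Ensembl annotation. The deposited values are raw counts per gene, 1 set per library, which the authors neither normalized nor filtered. Each set gives unstranded counts, first-strand counts and reverse-strand counts for 24616 Ensembl genes, together with the reads that did not map, mapped to several places, or fell on no gene or on several genes. The alignment and trimming could not be repeated, since the counts already include them. The reverse-strand counts were used because the library kit is stranded, and they held a median of 99.0% of the stranded counts on genes (lowest 94.7%, highest 99.5%). The number of pairs of libraries with identical counts was 0.

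The 111 libraries came from 83 steers, and the breed, phase, RFI class and steer of each were taken from the deposited labels. The groups held 8 to 11 steers. Reads counted on genes ranged from 4019 to 52552057 per library with a median of 15358277, and 6 libraries had under 1000000. The smallest share that a library's depth can show was taken as 3 counts of its total, and shares given for a single library carry 95% Wilson intervals, both of which cover counting error only.

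Within each comparison, genes with at least 1 count per 1000000 (CPM) in at least 50% of the samples were kept, as in the paper, TMM factors were computed, and L-RFI steers were compared with H-RFI steers by edgeR's quasi-likelihood test (estimateDisp, glmQLFit and glmQLFTest with their defaults). Genes with a Benjamini-Hochberg adjusted p-value under 0.1 and a fold change above 1.5 counted as differentially expressed, as in the paper. The steers of a comparison differ from each other, so no replicate block applies there. The interaction of diet and breed was tested with limma voom on all 111 libraries, with RFI as a class variable and the steer as a block through duplicateCorrelation (consensus correlation 0.061), at an adjusted p-value under 0.1. The test without the replicate block found 0 genes, with 180 at an unadjusted p-value under 0.05. Further edgeR models of all libraries tested 1 RFI effect common to the 6 comparisons and the difference of the RFI effect between the comparisons. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

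The tests were tested on simulated data, made from the means, dispersions and library sizes of the deposited counts with 200 genes changed by known fold changes. The quasi-likelihood test recovered 110 to 167 of the 200 genes and 82 to 97 of the 100 that were changed 4-fold, and 6.74% to 8.33% of its calls were false. The share of false calls was 11.3% to 17.4% for edgeR's exact test, 10.7% to 17.0% for DESeq2's Wald test and 5.04% to 11.5% for limma voom with sample quality weights, in part above the 10% aimed at. An exact test with a single dispersion for all genes, an alternative chosen after seeing the data, gave 25.0% to 39.8% false calls on the same simulated data. Each gene was drawn independently there, so these shares need not hold where genes of a library vary together.

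The alternatives set before the data were examined were edgeR's exact test, DESeq2's Wald test, limma voom with sample quality weights, robust quasi-likelihood dispersions, RLE size factors, edgeR's filterByExpr, no filter on low counts, unstranded counts, one model of all libraries, an adjusted p-value under 0.05, no fold change limit and leaving out each steer in turn. The alternatives chosen after seeing the data were the exact test with a single dispersion for all genes, the exact test with edgeR's older tagwise dispersions, leaving out the 6 libraries under 1000000 counts (alone or with the exact tests), and leaving out each steer in turn in the models of all libraries and with the exact test in CH-ZG. To see how often another grouping gives as large a result, the RFI classes or labels were regrouped at random, with 100 groupings per test, the real one included. Correlations across steers have permutation p-values from 1e+05 permutations, and the depths of the 2 RFI classes were compared with two-sided exact permutation tests.

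Gene names were taken from Supplementary Table 1, which pairs them with Ensembl identifiers, since the annotation at hand gives no Ensembl identifiers and is of another assembly (ARS-UCD2.0), whose coordinates were not used. The genes named were set before the data were examined: every gene named in the paper's text or in Tables 2 to 5, in the comparison where Supplementary Table 1 or the text places it, up to 3 further genes per comparison among those past the thresholds, the genes of Supplementary Table 1g that the paper names, and the genes with the smallest adjusted p-values in the models of all libraries. Beyond this rule, the acute phase genes of Supplementary Table 2 and 2 genes drawn in Fig. 1 (LYZ and CSF3R) are also named. MYH6 in CH-H2 falls under the rule and was left out of the named results by oversight. Mean expression of marker genes of liver, fat, blood, leukocytes, immediate early response and fibre types was to be compared between RFI classes, but between 0% and 50.0% of the genes of each list could be named, under the 80% required, so those comparisons are void. Pathway and upstream regulator predictions were not repeated, since the knowledge base they rest on is not among the data.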

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

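The edgeR test of the difference of the RFI effect between comparisons was set before the result was seen. So were its limma voom alternative with the steer as replicate block and its count of random groupings. The remaining tests in this part were chosen only after their results were seen.

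Library sizes, mapped shares and named genes were compared within 66 groups of 8 to 10 steers, by the gap between the highest or lowest steer and its nearest neighbour relative to the range of the group (Dixon's 95% critical value). A far steer was found in 22 of them, where 3.3 would be expected by chance. The libraries and genes share steers, so the 22 are not independent.

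Far from the others in reads counted on genes were steer 357 (CH-ZG L-RFI, 4019), steer 5632 (HF-H2 H-RFI, 6062), steer 1909 (HF-ZG L-RFI, 30681), steer 2251 (HF-H1 L-RFI, 102714), steer 954 (CH-H2 L-RFI, 146321) and steer 871 (CH-H2 H-RFI, 592192), all far below. Steer 1101 (CH-H1 L-RFI) lay far above its group with 39675940. No technical or biological explanation of the depths themselves was tested. In CH-H1 the depths of the RFI classes had an exact permutation p-value of 0.0374 (adjusted p of 0.225), and the other 5 comparisons had exact permutation p-values between 0.238 and 0.850 (adjusted p between 0.714 and 0.850).

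Several named genes lay far below the others in these shallow libraries. On the log2 CPM scale, ACTC1, GADD45A and SLC27A6 were at -5.26 in steer 1909 (HF-ZG), EGR1 and PDK4 at -4.95 in steer 5632 (HF-H2), and CIDEC at -5.07 in steer 357 (CH-ZG). Each of these values stands for 0 counts, and the smallest share that the depth can show is 97.8 CPM in steer 1909, 495 in steer 5632 and 746 in steer 357. MYH6 was at 5.43 in steer 357, which is 1 count (249 CPM before normalization, 95% Wilson interval 43.9 to 1408). A candidate explanation is the depth. At the median of the other steers of the same group, on the normalized scale, the expected counts were 0.0228 to 1.24 for the genes with 0 counts, so a lower expression is not detectable at this depth. For MYH6 in steer 357, 7.24 counts were expected on that scale, the largest expected count of these results (Poisson p = 0.00590, which covers counting error only). Before normalization its share lay near the median of the CH-ZG libraries other than steer 571, 264 CPM. The 2 scales differ for this library, so whether MYH6 was low in steer 357 is left open. No biological explanation was tested.

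ALB, whose protein is made in the liver, lay far above the others in steer 571 (CH-ZG H-RFI, log2 CPM of 16.33), steer 1909 (HF-ZG L-RFI, 14.15), steer 357 (CH-ZG L-RFI, 11.56) and steer 954 (CH-H2 L-RFI, 10.66). The log2 CPM are normalized and the shares below are not. The shares were 101449 CPM in steer 571 (95% Wilson interval 101290 to 101608), 36896 in steer 1909 (34844 to 39064), 17417 in steer 357 (13809 to 21947) and 2201 in steer 954 (1973 to 2454). Steer 5632 (HF-H2 H-RFI) also had a high share, 40086 CPM (35432 to 45322), as did steer 5616 (HF-ZG H-RFI), 8576 CPM (8537 to 8615). The gap to the nearest neighbour did not single them out. The median of all libraries was 74.3 CPM. The 9 libraries with the highest shares, from 1223 CPM upwards, included 5 of the libraries under 1000000 counts. A candidate explanation is reads of liver origin in some muscle libraries. The genes AHSG, FGB, FGG, HPX, PLG and VTN are on a list of liver genes made before the data were examined, and across the steers of CH-ZG, HF-H1, HF-ZG and HF-H2 they rose and fell with ALB (median Pearson's r 0.988, median Spearman's rho 0.971 over 24 relations). All 24 had an adjusted permutation p-value under 0.05, and the median r was 0.972 without the 2 steers farthest in ALB. With CH-H1 and CH-H2, where the paper lists some of these genes, the median r was 0.979 over 36 relations (lowest 0.925). The acute phase gene NFKBIA, which was not on the liver list, had a median r with ALB of -0.355 over the 6 comparisons. A second explanation, the depth of the library, was tested by the relation of depth and ALB. The median Spearman's rho was -0.407 with 0 of 6 adjusted permutation p-values under 0.05, and the median Pearson's r was -0.591 with 4 of 6 under 0.05. The median r was -0.291 without the 2 steers farthest in depth, which also takes away much of the contrast in depth. Of the 9 libraries with the highest shares, 4 had from 11924773 to 21458090 counts, steer 571 among them, and a low depth does not apply to these. In the libraries under 1000000 counts the pattern cannot be told apart from an effect of depth. Coordinated expression of these genes within muscle would give the same relation and was not told apart from reads of liver origin.

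Steer 571 also lay far from its group in MYH6, at -1.19 on the log2 CPM scale, with 7 counts among 13818659 (0.507 CPM, 95% Wilson interval 0.245 to 1.05) where 4579 were expected at the median of the other H-RFI steers on the normalized scale. A candidate explanation is a library of another tissue or a mixed sample. Of the muscle genes MYL6B, MYH4, CSRP3 and ACTC1, 4 of 4 were among the lowest 3 of the 19 CH-ZG libraries in this steer, and ALB, AHSG, FGB, FGG, HPX, PLG and VTN were all at their highest in it. MYL6B had 0.217 CPM against a median of 158 in the other CH-ZG libraries, CSRP3 0.145 against 125 and MYH6 0.507 against 264. MYH4 had 0.0724 against 3.27 and ACTC1 0 against 7.91. ALB had 101449 against 51.0 and FGB 20913 against 10.0. These values argue against an ordinary muscle library for steer 571. Which other tissue or mixture it holds remains a hypothesis, since the explanation was chosen on the same data. The deposited label calls the sample muscle, and no other explanation, such as an exchange of labels, was tested.

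CKB lay far above the others in steer 1840 (CH-H2 H-RFI), at 4.65 on the log2 CPM scale (25.0 normalized CPM, and 16.7 before normalization, 95% Wilson interval 14.7 to 19.1). No technical or biological explanation was tested for it.

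The share of mapped reads lay far below the others in steer 555 (CH-H1 L-RFI) at 95.1% (95% Wilson interval 95.1% to 95.2%) and in steer 2102 (HF-H1 L-RFI) at 86.7% (86.7% to 86.7%). In CH-H2 H-RFI, steers 1484 at 91.8% (91.8% to 91.8%) and 1840 at 94.3% (94.3% to 94.3%) were also low, and the gap to the nearest neighbour does not single them out because there are 2 of them. Steer 1840 is also the one with high CKB, and a relation of the 2 was not tested. A possible explanation, the depth, was tested by the relation of depth and mapped share. The median Spearman's rho over the 6 comparisons was 0.195. The smallest Benjamini-Hochberg adjusted permutation p-value was 0.055 for Pearson's r and 0.15 for Spearman's rho, so depth was not shown to go with a low mapped share. The libraries with a low share had from 13289358 to 18291093 reads. The 6 libraries under 1000000 counts had 98.0% to 99.0% of their reads mapped. These values argue against low depth as the cause in steers 555, 2102, 1484 and 1840. Other causes, such as adapter or foreign sequence, could not be tested from counts.

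The RFI effect differed between the 6 comparisons for 11 of the 45 named genes tested (edgeR quasi-likelihood test, Benjamini-Hochberg). The adjusted p-values were 0.00439 for ACSM1, 0.00452 for CP, 0.0108 for ORM1, 0.0112 for C5, 0.0114 for HPX, 0.0156 for PLG, 0.0168 for ELOVL6, 0.0266 for FGG, 0.0367 for AHSG, 0.0371 for ALB and 0.0762 for FGB. Across all genes 253 differed at an adjusted p-value under 0.1. A grouping of the steers unrelated to RFI is a candidate explanation, since 80 of the 100 random groupings of RFI classes within each breed and phase, the real one included, gave as many genes. Another is a single library, since 0 genes were left without steer 571, against 205 to 322 without any other steer. Some steers were sampled in more than one phase, which this model does not take into account. With limma voom and the steer as replicate block, 0 genes differed (smallest adjusted p of 0.999, 53 genes at an unadjusted p-value under 0.05). The number of genes with a difference in the edgeR test therefore rests on 1 library. These differences between breeds and diets also cannot be told apart from the other explanations.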

How the results depend on the processing

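The numbers of differentially expressed genes were recomputed under the alternatives named in the processing summary, of which the exact tests with a single or older tagwise dispersion, the settings without the 6 libraries under 1000000 counts and the leave-one-out fits of the models of all libraries and of the exact test in CH-ZG were chosen after seeing the data. The number was 0 in each comparison under robust dispersions, RLE size factors, filterByExpr, unstranded counts, an adjusted p-value under 0.05 and no fold change limit, with 71 to 1124 genes at an unadjusted p-value under 0.05 in the original setting, and it stayed 0 in every fit that left out one steer. edgeR's exact test gave 2 genes in CH-H1, 149 in CH-ZG and 1 in CH-H2, and DESeq2 gave 2 in CH-H1 and 1 in CH-H2. Limma voom with sample quality weights gave 1761 in HF-ZG. In CH-ZG, no filter on low counts gave 504 and one model of all libraries 746. With the exact test in CH-ZG, leaving out steer 571 gave 0 genes, and leaving out any other steer 55 to 278. The number there therefore rests on 1 steer, whose library held ALB at 101449 CPM. For the other numbers the cause was not tested.

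Among the settings chosen after seeing the data, the exact test with a single dispersion gave 43, 516, 8, 29, 55 and 24 genes in CH-H1, CH-ZG, CH-H2, HF-H1, HF-ZG and HF-H2, and 43, 503, 9, 27, 293 and 7 without the 6 shallow libraries. On simulated data at least 25.0% of its calls were false. The exact test with older tagwise dispersions gave 2, 251 and 2 in the CH comparisons, in the order H1, ZG and H2, and the exact test without the shallow libraries gave 2, 173 and 1. The quasi-likelihood test without them gave 0 in each comparison. The number of genes shared by all 6 comparisons was 0 in all settings run.

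The number of genes with an interaction of diet and breed was 0 with limma voom in each setting, with 75 to 380 genes at an unadjusted p-value under 0.05, and 0 with each steer left out. It was 79 with edgeR's quasi-likelihood test without the steer as replicate block, and 160 when the shallow libraries were also left out, a choice made after seeing the data. With each steer left out, the quasi-likelihood test gave 1 to 196 genes, the lowest without steer 571. The common RFI effect was found in 0 genes, with 1257 at an unadjusted p-value under 0.05, and in 1 gene with filterByExpr. The difference of the RFI effect between comparisons was found in 253 genes, 517 with RLE size factors, 574 with filterByExpr and 0 with limma voom and the steer as replicate block (53 at an unadjusted p-value under 0.05). It ranged from 0 to 322 genes across the fits that each left out one steer. Apart from the fits without steer 571, the cause was not tested. The mapped share of reads was 98.5%, and 90.8% when only uniquely mapping reads count.

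Of 76 log2 fold changes of named genes, 9 changed sign in at least 1 of the 9 settings set before the data were examined. The others kept it wherever they were tested, and one model of all libraries tested 68 of the 76. With DESeq2 the value became 0.19 for ACSM1 in CH-H2, 0.59 for EGR1 in HF-ZG, -0.21 for MYH4 in HF-H2, and -0.83, -0.24 and -0.32 for ALB, FGB and FGG in CH-H2. With limma voom it became 0.072 for MYH6 in CH-H1, -0.36 for FOSB and -0.11 for ORM1 in HF-H1, 1.44 for EGR1 in HF-ZG (adjusted p = 0.0578, past the thresholds with the opposite sign), and -0.27, -0.13 and -0.022 for ALB, FGB and FGG in CH-H2. Without the shallow libraries, a setting chosen after seeing the data, ALB, FGB and FGG in CH-H2 were -0.99, -1.11 and -1.24. Across fits that each left out one steer, 9 values changed sign. The ranges were -0.90 to 1.47 for ALB, -1.02 to 1.18 for FGB, -1.15 to 0.84 for FGG, -0.066 to 0.57 for EGR1 and -2.29 to 1.79 for MYH4 in CH-H2, -0.38 to 0.093 for EGR1 in HF-H1, -1.43 to 0.66 for EGR1 in HF-ZG, -0.19 to 2.34 for MYH4 in HF-H2 and -0.088 to 0.53 for MYH6 in CH-ZG. The cause was not tested. Past the thresholds in at least 1 setting set before the data were examined were 21 named results in the original direction besides EGR1 in HF-ZG, 16 with limma voom, 2 with the exact test, 2 with DESeq2 and 3 with one model of all libraries, some of them in more than one. With a single dispersion 46 passed, and with a steer left out 0 of the 76 did, with unadjusted p-values from 7.85e-05 upwards in the original setting.

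The marker scores of other tissues and their 3 alternatives were not run, since at most 50.0% of any list could be named. Depth limits the 6 shallow libraries most: the smallest share that 3 counts can show is 746 CPM in the smallest, so they carry little on the named genes expressed at a few CPM.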

Differences from the paper's values

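The paper reports 48 differentially expressed genes in CH-H1, 19 in CH-ZG, 28 in CH-H2, 44 in HF-H1, 87 in HF-ZG and 4 in HF-H2, a total of 230, against 0 in each comparison and in total here (216, 590, 71, 274, 1124 and 75 genes at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined came within 1.5 times the paper's number in any comparison, or in total. With edgeR's exact test, which the paper names, the numbers were 2, 149 and 1 in the CH comparisons and the total was 152. The exact test with a single dispersion, chosen after seeing the values, gave 43 genes in CH-H1, with or without the libraries under 1000000 counts, which is within 1.5 times the paper's 48. Of the settings chosen after seeing the values, the exact test with older tagwise dispersions gave a total of 255 and the exact test without the libraries under 1000000 counts a total of 176, both within 1.5 times the paper's 230, although 251 and 173 of these genes were in CH-ZG. For the interaction of diet and breed the paper reports 23 genes, against 0 here (198 at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined came within 1.5 times the paper's number. Of those chosen later, edgeR's quasi-likelihood test without a replicate block and with each steer left out in turn came within it in 9 of the 83 fits (23 to 34 genes), and the others did not.

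In units of 1000000 reads, the paper gives a range of 19 to 25 per sample, against 0.00511 to 70.0 in the deposited counts, in the same unit. No alternative applied to these totals. Of steers kept in the same RFI class, the paper gives 2 CH L-RFI steers across H1 and H2 (1 here), 1 CH H-RFI steer across all 3 phases (0 here), 3 CH H-RFI steers across ZG and H2 (1 here), 4 CH H-RFI steers across H1 and H2 (2 here) and 2 HF L-RFI steers across H1 and ZG (1 here), all more than 1.5 times apart. For CH L-RFI across ZG and H2, CH H-RFI across H1 and ZG, and HF L-RFI and HF H-RFI across H1 and H2 the paper gives 3 steers, against 2 here. The libraries analysed here are fewer than the paper's 12 per group, and no alternative applied.

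Of the 171 fold changes of Supplementary Table 1 that could be compared, 27 differed from the values here in sign or by more than the standard error, 5 of them in sign. Of the 72 that were compared for the named genes, 14 differed, 3 of them in sign. In HF-ZG, the paper's fold changes are -2.79 for CD3E, -3.39 for CD53, -3.89 for S100A12, -2.77 for SPN and -3.80 for CSF3R, against -1.48, -2.31, -2.39, -1.80 and -1.34 here, and among the alternatives set before the data were examined limma voom with sample quality weights alone brought each of the 5 within its error, apart from leaving out single steers (1, 7, 8, 4 and 1 of the fits). For LCP1 the paper's value is -2.81 against -1.95 here, within the error with limma voom and with RLE size factors, and in 10 of the leave-one-out fits. For IDO1 it is -5.37 against -3.20, within the error with robust dispersions and with RLE size factors, and in 11 of the leave-one-out fits. In CH-H2 the paper's value for ACSM1 is -2.89 against -1.72, within the error in one model of all libraries and in 6 of the leave-one-out fits. The other alternatives did not close these gaps. For MYH6 the paper's values are -3.51 in CH-H1, 2.85 in HF-H1 and 2.77 in CH-ZG, against -1.19, 1.41 and 1.18 here, and none of the alternatives set before the data were examined closed the gap. For MYH6 in CH-H2, which was not among the 72 and was not run under the alternatives, the paper's value is 2.52 against 1.15 here, also more than the standard error apart.

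In CH-H2 the paper's fold changes are -2.48 for ALB, -2.52 for FGB and -2.56 for FGG, against 2.03, 1.41 and 1.07 here. DESeq2 brought ALB within its error (-1.78), and none of the other alternatives did for these genes except 1 of the leave-one-out fits for each. Without the libraries under 1000000 counts, a setting chosen after seeing the values, the log2 fold changes of ALB, FGB, FGG and ACSM1 in CH-H2 were -0.99, -1.11, -1.24 and -1.48 against the paper's -1.31, -1.33, -1.36 and -1.53, within the error.

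The paper states that EGR1 was higher in L-RFI steers of CH and HF in H1 and H2. This can mean each breed in both phases, or CH in H1 and HF in H2. The log2 fold changes here were 1.38 in CH-H1 and 2.04 in HF-H2, and 0.10 in CH-H2 and -0.09 in HF-H1, where the fold changes of Supplementary Table 1 do not include the gene. The paper states that NR4A3 was affected by the interaction of diet and breed, where Supplementary Table 1g does not list it and the adjusted p-value here was 1.00. The paper states that acute phase and coagulation pathways were enriched in CH-H1, CH-H2 and HF-H1, and Supplementary Table 2 lists the coagulation system for CH-H1, CH-ZG and CH-H2. The paper names CD3E among the genes lower in L-RFI steers, and the means here were 3.99 normalized CPM in L-RFI and 3.37 in H-RFI steers, with a log2 fold change of -0.57 from the model. For ACSM1 in CH-H2, which the paper lists as lower, the means were 7.97 and 4.47 with a log2 fold change of -0.78. Table 5 of the paper places ACTC1, EGR1 and MYH4 in CH-H2, where the log2 fold changes here were 0.71, 0.10 and -0.50. Supplementary Table 1 gives them on its sheet for HF-H2, where a column reads CH-H2. In HF-H2 the log2 fold changes here were -1.73, 2.04 and 2.17, near the paper's -1.66, 1.97 and 1.86. Table 5 also places ACTC1, EGR1 and PAMR1 in HF-H2, where Supplementary Table 1 gives the same fold changes for HF-ZG.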

Other observations

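The tests on random groupings of the differentially expressed genes with the quasi-likelihood test, the interaction of diet and breed with limma voom and the common RFI effect, and those on marker genes, were set before the results were seen. The counts of genes from edgeR's exact test, the common RFI effect and the quasi-likelihood test of the interaction were also set before. All other tests in this part, random groupings with the exact tests among them, were chosen only after the results were seen.

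With the quasi-likelihood test, 100 of the 100 random groupings of each comparison gave as many differentially expressed genes as the real RFI classes, since the real number was 0 in each. Some random groupings did give genes past the thresholds, 27 of the 100 in CH-ZG (at most 4629 genes) and 3 to 7 of the 100 in the other comparisons. At an unadjusted p-value under 0.05, HF-ZG had 1124 genes, above the 530 expected by chance, and 17 of the 100 groupings gave as many. With the exact test, as many genes were found in 28 of the 100 groupings in CH-H1, 54 in CH-ZG and 26 in CH-H2. In each HF comparison the real number was 0, so that all 100 groupings gave as many and nothing was tested there. With a single dispersion for all genes the numbers were 46, 29, 82, 72, 58 and 64 of the 100 groupings in CH-H1, CH-ZG, CH-H2, HF-H1, HF-ZG and HF-H2. In CH-ZG the exact test found 149 genes, and the lowest number when one steer was left out was 0, without steer 571 (720 genes at an unadjusted p-value under 0.05 with all steers). A single library is therefore a candidate explanation of that number.

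A common RFI effect across the 6 comparisons was found in 0 genes, with 1257 genes at an unadjusted p-value under 0.05. As many past the thresholds were found in 100 of the 100 random groupings within breed and phase, and as many at an unadjusted p-value under 0.05 in 11. The smallest adjusted p-value was 0.360. Among the genes with the smallest p-values, ENSBTAG00000006013 and ENSBTAG00000039727 were higher in L-RFI steers (log2 fold changes of 0.39 and 0.51) and ENSBTAG00000047880 and ENSBTAG00000010023 lower (-0.75 and -0.86), and the files do not pair these identifiers with names. Of the genes the paper names, ELOVL6 had a common log2 fold change of -1.29 (standard error 0.38), THRSP -1.26 (0.38), FABP4 -1.05 (0.30) and CIDEC -0.85 (0.32), all with an adjusted p-value of 0.360. Some steers were sampled in more than one phase, which this edgeR model does not take into account. Limma voom with the steer as replicate block also gave 0 genes for the common RFI effect. It gave 717 genes at an unadjusted p-value under 0.05 and a smallest adjusted p-value of 0.249.

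For the interaction of diet and breed, 100 of the 100 random groupings gave as many genes as the real labels with limma voom, since the real number was 0 (198 at an unadjusted p-value under 0.05). With the quasi-likelihood test, which found 79 genes, 91 of the 100 groupings gave as many, and the lowest number when one steer was left out was 1, without steer 571. A single library may therefore account for the 79.

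The acute phase genes AHSG, C5, CP, FGB, FGG, HPX, ORM1 and PLG were higher in L-RFI steers in CH-H1, with a median log2 fold change of 1.03. If reads of liver origin in proportion to ALB were the cause, a model with ALB as a covariate would bring it near 0, and the median was 0.28. NFKBIA kept its log2 fold change (0.99, and 1.04 with ALB). The covariate also takes away a real effect that the genes share with ALB, so reads of liver origin in proportion to ALB remain a candidate explanation without being set apart from a shared response to RFI. The depth of the library was also tested, since its median in CH-H1 was 26941923 in H-RFI and 13500619 in L-RFI steers. With depth as a covariate the median log2 fold change was 1.04. The covariate hardly moved the values, so this test gives no sign of an effect of depth and does not rule one out. Liver genes outside all of the paper's lists could not be named for CH-H1 (0 genes) or CH-H2 (0 genes). In CH-H2 the liver genes AHSG, HPX, PLG and VTN, which the paper lists for CH-H1 and not for CH-H2, followed ALB across steers (Pearson's r from 0.925 to 0.964, and 0.777 to 0.902 without the 2 steers farthest in ALB). Coordinated expression would give the same relation, so the origin of the reads is not settled there.

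The fatty acid genes FABP4, THRSP and TRARG1 rose and fell with CIDEC within the 6 comparisons (median Pearson's r 0.862, median Spearman's rho 0.815 over 18 relations, 16 and 18 with an adjusted permutation p-value under 0.05, and a median r of 0.800 without the 2 steers farthest in CIDEC). The relation was weaker for THRSP in CH-ZG, HF-ZG and HF-H2 (r of 0.298, 0.454 and 0.286), and in HF-H1 without those 2 steers (0.260 to 0.334). For THRSP in CH-ZG, HF-ZG and HF-H2 it was stronger without them (0.657, 0.872 and 0.679). A shared factor such as the amount of fat tissue in the biopsy would give this relation, as would a shared regulation of these genes by RFI, so the test cannot tell them apart. Adipocyte genes outside the paper's lists that could test it were 0 in number among those that could be named. The lower immune genes in HF-ZG L-RFI steers could equally follow the amount of blood or leukocytes in the biopsy, and the leukocyte genes outside the paper's lists that could be named were also 0 in number, so this pattern cannot be told apart from that explanation.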
